# Mutant p53 drives clonal hematopoiesis through modulating epigenetic pathway

**DOI:** 10.1038/s41467-019-13542-2

**Published:** 2019-12-11

**Authors:** Sisi Chen, Qiang Wang, Hao Yu, Maegan L. Capitano, Sasidhar Vemula, Sarah C. Nabinger, Rui Gao, Chonghua Yao, Michihiro Kobayashi, Zhuangzhuang Geng, Aidan Fahey, Danielle Henley, Stephen Z. Liu, Sergio Barajas, Wenjie Cai, Eric R. Wolf, Baskar Ramdas, Zhigang Cai, Hongyu Gao, Na Luo, Yang Sun, Terrence N. Wong, Daniel C. Link, Yunlong Liu, H. Scott Boswell, Lindsey D. Mayo, Gang Huang, Reuben Kapur, Mervin C. Yoder, Hal E. Broxmeyer, Zhonghua Gao, Yan Liu

**Keywords:** Stem cells, Haematopoietic stem cells

## Abstract

Clonal hematopoiesis of indeterminate potential (CHIP) increases with age and is associated with increased risks of hematological malignancies. While *TP53* mutations have been identified in CHIP, the molecular mechanisms by which mutant p53 promotes hematopoietic stem and progenitor cell (HSPC) expansion are largely unknown. Here we discover that mutant p53 confers a competitive advantage to HSPCs following transplantation and promotes HSPC expansion after radiation-induced stress. Mechanistically, mutant p53 interacts with EZH2 and enhances its association with the chromatin, thereby increasing the levels of H3K27me3 in genes regulating HSPC self-renewal and differentiation. Furthermore, genetic and pharmacological inhibition of EZH2 decreases the repopulating potential of p53 mutant HSPCs. Thus, we uncover an epigenetic mechanism by which mutant p53 drives clonal hematopoiesis. Our work will likely establish epigenetic regulator EZH2 as a novel therapeutic target for preventing CHIP progression and treating hematological malignancies with *TP53* mutations.

## Abstract (web summary)

Ageing is associated with clonal hematopoiesis of indeterminate potential (CHIP), which is linked to increased risks of hematological malignancies. Here the authors uncover an epigenetic mechanism through which mutant p53 drives clonal hematopoiesis through interaction with EZH2.

## Introduction

Clonal hematopoiesis of indeterminate potential (CHIP), also known as age-related clonal hematopoiesis (ARCH), occurs when a single mutant hematopoietic stem and progenitor cell (HSPC) contributes to a significant clonal proportion of mature blood lineages during aging^1–3^. CHIP is common in aged healthy individuals and associated with increased risks of hematological neoplasms, including myelodysplastic syndromes (MDS) and acute myeloid leukemia (AML)^4–8^. CHIP is also associated with increased all-cause mortality and risk of cardio-metabolic disease^4–6,9^. While these findings suggest that mutations identified in CHIP likely drive disease development, mechanisms by which these mutations promote HSPC expansion are largely unknown^4–9^.

Most individuals with CHIP carry hematological malignancy-associated mutations, including *DNMT3A, TET2, ASXL1, JAK2*, and *TP53*^4–6^. The *TP53* gene, which encodes the tumor suppressor protein p53, ranks in the top five among genes that were mutated in CHIP^4–6,10–12^. p53 bears the usual hallmarks of a transcription factor and regulates a large number of genes in response to a variety of cellular insults, including oncogene activation, DNA damage, and inflammation, to suppress tumorigenesis^13,14^. *TP53* mutations and deletions were found in approximately half of all human cancers, including hematological malignancies^13,14^. Recently, somatic *TP53* mutations were identified in CHIP^4–6^. *TP53* mutations were also commonly found in therapy-related CHIP^10,12^. Interestingly, some individuals with Li-Fraumeni syndrome (LFS), who carry germline *TP53* mutations, develop MDS and AML as they age^14,15^. Indeed, somatic *TP53* mutations are present in 10% of MDS and AML cases and in 30% of secondary MDS and AML patients arising after exposure to radiation or chemotherapy^2,16–19^. While *TP53* mutations are associated with adverse clinical outcomes in MDS and AML^2,16–19^, how mutant p53 drives the pathogenesis of hematological malignancies are not fully understood.

We have been investigating the role of p53 in normal and malignant hematopoiesis. We discovered that wild-type (WT) p53 maintains hematopoietic stem cell (HSC) quiescence and identified Necdin as a p53 target gene that regulates DNA damage response (DDR) in HSCs^20,21^. We extended our research to mutant p53 to generate additional knowledge in order to develop therapeutic strategies that can enhance our abilities to prevent CHIP progression and treat hematological diseases. We discovered that mutant p53 enhances the repopulating potential of HSPCs^22^. While clinical studies suggest that expansion of HSPCs with *TP53* mutations predisposes the elderly to hematological neoplasms^4–6,10–12^, the role of *TP53* mutations in CHIP progression remains elusive.

Polycomb group (PcG) proteins are epigenetic regulators that have been implicated in stem cell maintenance and cancer development^23–26^. Genetic and biochemical studies indicate that PcG proteins exist in at least two protein complexes, Polycomb repressive complex 2 (PRC2) and Polycomb repressive complex 1 (PRC1), that act in concert to initiate and maintain stable gene repression^23–26^. EZH2, a key component of PRC2 complex, catalyzes the trimethylation of lysine 27 of histone H3 (H3K27me3) in cells^25^. While EZH2 plays important roles in HSCs and MDS development^16,27,28^, its regulation in HSPCs is not fully understood.

In the present study, we discovered that mutant p53 confers a competitive advantage to HSPCs following transplantation and promotes HSPC expansion after radiation-induced stress. Mechanistically, mutant p53 interacts with EZH2 and enhances its association with the chromatin, thereby increasing the levels of H3K27me3 in genes regulating HSPC self-renewal and differentiation. Thus, we have uncovered an epigenetic mechanism by which mutant p53 drives clonal hematopoiesis.

## Results

### *TP53* mutations identified in CHIP enhance HSPC functions

*TP53* ranks in the top five among genes that were mutated in CHIP (Fig. 1a)^4–6,10–12^. Approximately 90% of somatic *TP53* mutations in CHIP are missense mutations in the DNA-binding domain (DBD) of the p53 protein (Fig. 1b)^4–6,10–12^. The most frequently mutated codon in p53 was 248, followed by codons 273, 220, and 175 (Fig. 1c). *TP53* mutation spectrums in CHIP are similar to hematological malignancies. Different mutant p53 proteins have been shown to exhibit distinct functions in promoting cancer initiation, progression, or metastasis^14^. To determine the impact of *TP53* mutations on HSPC functions, we introduced eight hot-spot *TP53* mutations identified in CHIP^4–6,10–12^ (Fig. 1c), into WT mouse HSPCs using retrovirus-mediated transduction and performed in vitro and in vivo assays (Fig. 1d). Ectopic expression of some mutant p53, including p53^R248W^, p53^R248Q^, p53^R175H^, p53^R273H^, p53^C238Y^, and p53^Y220C^, enhanced the replating potential of WT HSPCs compared to control viruses (MIGR1) transduced cells (Fig. 1e).

**Fig. 1:**
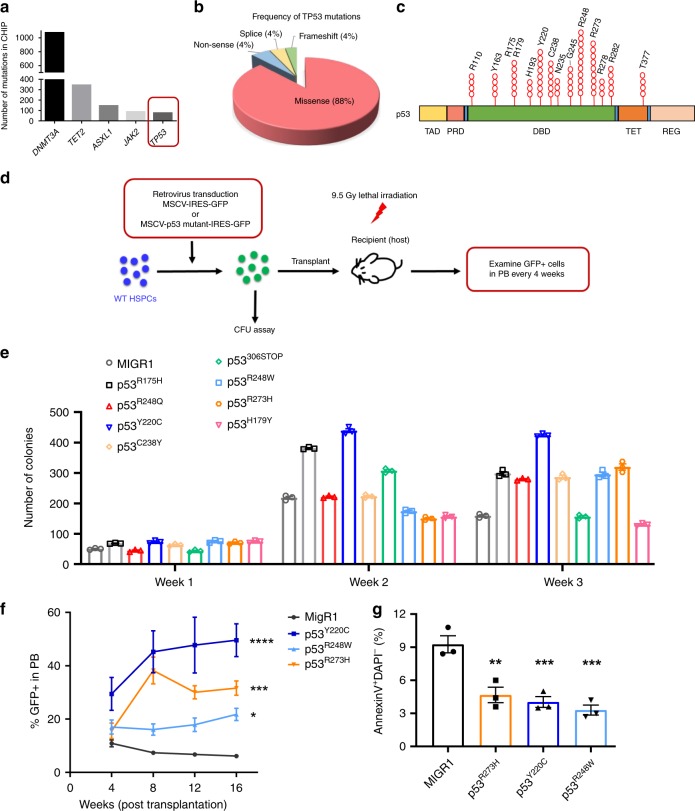
*TP53* mutations identified in CHIP enhance HSPC repopulating potential. **a** Tumor suppressor gene *TP53* ranks in the top five among genes that were mutated in clonal hematopoiesis with indeterminate potential (CHIP). **b** Pie chart representing different types of *TP53* mutations identified in CHIP. **c** *TP53* mutations in CHIP are enriched in the DNA-binding domain (DBD) of the p53 protein. TAD, transactivation domain; PRD, proline-rich domain; DBD, DNA-binding domain; TET, tetramerization domain; and REG, carboxy-terminal regulatory domain. **d** Several hot-spot *TP53* mutations identified in CHIP were introduced into wild-type hematopoietic stem and progenitor cells (HSPCs) using retrovirus-mediated transduction. In vitro and in vivo stem and progenitor cell assays were then performed using sorted GFP (green fluorescent protein)-postive cells. **e** Serial replating assays of HSPCs expressing different mutant p53 proteins. The methylcellulose cultures were serially replated, weekly, for 3 weeks; *n* = 3 independent experiments performed in duplicate. **f** Percentage of GFP^+^ cells in the peripheral blood (PB) of recipient mice following competitive transplantation; *n* = 3–5 mice per group. **g** HSPCs expressing mutant p53 proteins were assessed for apoptosis at 24 h after radiation (2 Gy); *n* = 3 independent experiments. Data are represented as mean ± SEM. *P*-values were calculated using two-way ANOVA (analysis of variance) with Dunnett’s multiple comparisons test in **e** and **f**, one-way ANOVA with Dunnett’s multiple comparisons test in **g**; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data are provided as a Source Data file.

p53^R248W^, p53^R273H^, and p53^Y220C^ are hot-spot *TP53* mutations in CHIP, MDS, and AML and predict leukemia development^4–6,10–12,17–19^. These mutations have also been shown to gain oncogenic properties in mouse models of human cancer^14,29–31^. We introduced p53^R248W^, p53^R273H^, or p53^Y220C^ into WT HSPCs (CD45.2^+^) using retrovirus-mediated transduction, and then transplanted transduced cells (GFP^+^) together with competitor bone marrow (BM) cells (CD45.1^+^) into lethally irradiated recipient mice. We observed increased number of GFP^+^ cells in peripheral blood (PB) of recipient mice repopulated with HSPCs expressing mutant p53 compared to that of control viruses transduced cells at 16 weeks following transplantation (Fig. 1f). Increases in total GFP^+^ cells in PB at 16 weeks from mice with mutant p53 proteins were highly suggestive of enhanced HSPC repopulating potential.

p53 is important for HSC survival following genotoxic stress and p53 null HSCs are less sensitive to irradiation as manifested by decreased apoptosis^20^. We found that ectopic expression of p53^R248W^, p53^R273H^, or p53^Y220C^ in WT HSPCs resulted in decreased apoptosis following 2 Gy irradiation (Fig. 1g), suggesting that HSPCs expressing these mutant p53 proteins are not sensitive to radiation-induced stress.

### *TP53* mutations in CHIP confer competitive advantage to HSPCs

Given that codon 248 of the p53 protein (p53^R248^) is most frequently mutated in CHIP, MDS, and AML^4,6,10–12,18,19^, we focused our investigation on p53^R248W^ in hematopoiesis. Since overexpression of mutant p53 from an MSCV promoter may not reflect accurate function when expressed at physiological levels, we utilized the *p53*^*R248W*^ knock-in mice, where p53^R248W^ was introduced into the humanized *p53* knock-in (*HUPKI*) allele in mice, expressing human p53 mutant protein from the endogenous murine *Trp53* promoter^31^. The *HUPKI* allele encodes a human/mouse chimeric protein consisting primarily of human p53 sequence (amino acids 33–332) flanked by the conserved extreme amino and carboxyl-termini of mouse p53^32^. *HUPKI* mice were described as *p53*^*+/+*^ mice in the text.

Since the majority of *TP53* mutations in CHIP are mono-allele missense mutations (Fig. 1b)^4–6,10–12^, we utilized heterozygous mutant mice (*p53*^*R248W/+*^) to investigate the biological impact of mutant p53 on primitive HSPC populations. As nonsense, frameshift, and splice site mutations result in *TP53* deletions^14^, we also included *p53*^*+/−*^ and *p53*^*−/−*^ mice in the experiments. We first analyzed the BM of *p53*^*+/+*^, *p53*^*+/−*^, *p53*^*−/−*^, and *p53*^*R248W/+*^ mice and found that BM cellularity is comparable among these mice (Supplementary Fig. 1a). We observed increased number of LSKs and LT-HSCs in the BM of *p53*^*−/−*^ mice as reported^20^; however, p53^R248W^ affects neither the frequency nor the number of HSPCs in the BM (Fig. 2a, b, and Supplementary Fig. 1b, c). While loss of p53 decreases the quiescence of LSKs and LT-HSCs^20^, mutant p53 does not affect HSPC quiescence (Fig. 2c, d). In addition, we observed similar number of apoptotic HSPCs in *p53*^*+/+*^, *p53*^*+/−*^, *p53*^*−/−*^, and *p53*^*R248W/+*^ mice in steady state (Fig. 2e). Thus, mutant p53 does not affect the frequency, quiescence, or the survival of HSPCs when expressed at physiological levels.

**Fig. 2:**
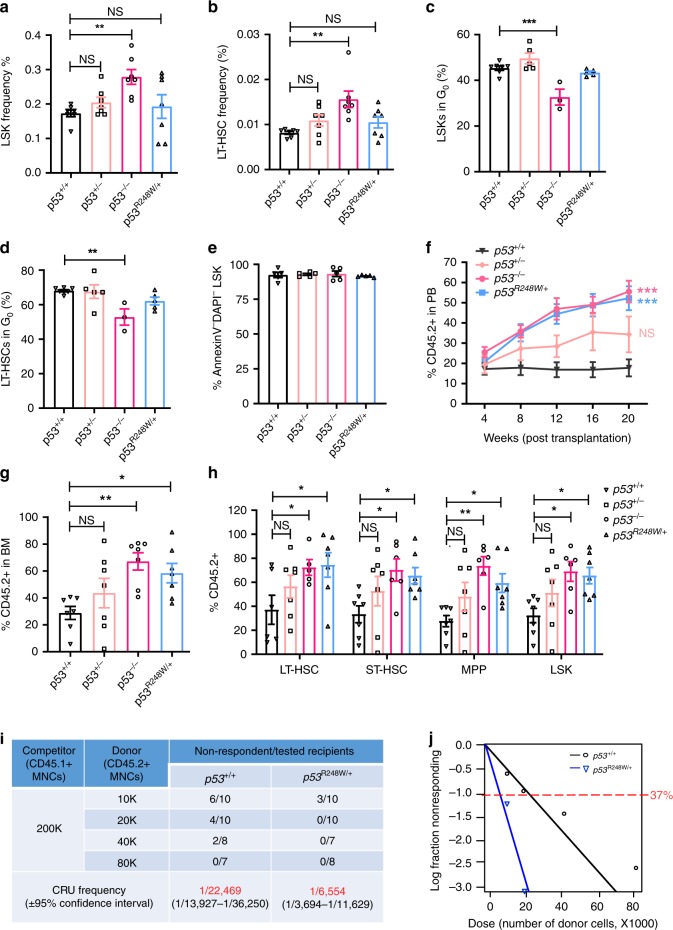
*p53*^*R248W/+*^ confers a competitive advantage to HSPCs. **a** The frequency of Lin^−^Sca1^+^Kit^+^ cells (LSKs) in the bone marrow (BM) of *p53*^*+/+*^, *p53*^*+/−*^, *p53*^*−/−*^, and *p53*^*R248W/+*^ mice; *n* = 7 mice per genotype. **b** The frequency of long-term hematopoietic stem cells (LT-HSCs) in the BM of *p53*^*+/+*^, *p53*^*+/−*^, *p53*^*−/−*^, and *p53*^*R248W/+*^ mice; *n* = 7 mice per genotype. **c** The quiescence of LSKs was determined by Ki67 and DAPI (4′,6-diamidino-2-phenylindole) staining followed by flow cytometry analysis; *n* = 3–7 mice per genotype. **d** The quiescence of LT-HSCs was determined by Ki67 and DAPI staining and flow cytometry analysis; *n* = 3–7 mice per genotype. **e** The apoptosis of LSKs was determined by Annexin V and DAPI staining and flow cytometry analysis; *n* = 5 mice per genotype. **f** Percentage of donor-derived cells in PB of recipient mice at 20 weeks following HSC transplantation; *n* = 7 mice per group. **g** Percentage of donor-derived cells in the BM of recipient mice at 20 weeks following HSC transplantation; *n* = 7 mice per group. **h** Percentage of donor-derived LT-HSCs, short-term hematopoietic stem cells (ST-HSCs), multi-potent progenitors (MPPs), and LSKs in the BM of recipient mice repopulated with *p53*^*+/+*^, *p53*^*+/−*^, *p53*^*−/−*^, or *p53*^*R248W/+*^ HSCs; *n* = 7 mice per genotype. **i** Measuring the number of functional HSCs in the BM of *p53*^+/+^ and *p53*^*R248W/+*^ mice utilizing limiting dilution transplantation assays. Recipients with <2% donor-derived cells in the peripheral blood were defined as non-respondent; *n* = 7–10 mice per group. *P* = 0.00114. **j** Poisson statistical analysis of data from Fig. 2i using L-Calc software. Shapes represent the percentage of negative mice for each dose of cells. Solid lines indicate the best-fit linear model for each dataset. Data are represented as mean ± SEM. *P*-values were calculated using one-way ANOVA with Dunnett’s multiple comparisons test in **a**, **b**, **c**, **d**, **e**, **g**, and **h**, two-way ANOVA with Dunnett’s multiple comparisons test in **f**, and *χ*^2^ test in **i** and **j**; *P < 0.05, **P < 0.01, ***P < 0.001. Source data are provided as a Source Data file.

Hematopoietic transplantation is a cellular stressor that has been shown to promote the expansion of mutant HSPCs^12,33,34^. We recently reported that p53^R248W^ enhances the repopulating potential of BM cells^22^. To further establish that the enhanced repopulating potential is HSC intrinsic, we purified HSCs (CD48^*−*^CD150^+^LSKs, CD45.2^+^) from *p53*^*+/+*^, *p53*^*+/−*^, *p53*^*−/−*^, and *p53*^*R248W/+*^ mice and performed HSC transplantation assays. Both *p53*^*−/−*^ and *p53*^*R248W/+*^ HSCs exhibited a substantially higher contribution to PB production compared to *p53*^*+/+*^ and *p53*^*+/−*^ HSCs at 20 weeks following primary transplantation (Fig. 2f). In addition, the percentage of donor-derived hematopoietic cells and HSPCs in the BM of recipient mice repopulated with *p53*^*−/−*^ and *p53*^*R248W/+*^ HSCs was significantly higher than that of the *p53*^*+/+*^ HSCs (Fig. 2g, h). Mutant p53 did not affect myeloid and lymphoid differentiation in PB and the BM of recipient mice following HSC transplantation (Supplementary Fig. 1d, e).

To determine the impact of mutant p53 on HSC self-renewal, we performed secondary BM transplantation assays. We found that both *p53*^*−/−*^ and *p53*^*R248W/+*^ HSCs continue to show enhanced engraftment compared to *p53*^*+/+*^ and *p53*^*+/−*^ HSCs at 20 weeks following secondary transplantation. Interestingly, *p53*^*+/−*^ HSCs show increased repopulating potential compared to *p53*^*+/+*^ HSCs in secondary transplantation assays (Supplementary Fig. 1f). We observed increased number of donor-derived hematopoietic cells in the BM of secondary recipients repopulated with *p53*^*+/−*^, *p53*^*−/−*^, and *p53*^*R248W/+*^ cells compared to *p53*^*+/+*^ cells (Supplementary Fig. 1g). However, neither *TP53* mutation nor p53-deficiency alters terminal differentiation of HSCs (Supplementary Fig. 1h).

To enumerate the numbers of functional HSCs in the BM of *p53*^*R248W/+*^ mice, we performed competitive BM transplantation experiments with limiting-dilution of donor cells. The frequency of competitive repopulation units (CRU) in the BM of *p53*^*R248W/+*^ mice is three- to four-fold higher than that of the *p53*^*+/+*^ mice (Fig. 2i, j). Enhanced repopulating potential of *p53*^R248W/+^ BM cells could be due to changes in homing capacities of donor cells. We performed homing assays but did not detect difference in the frequency of donor-derived cells in the BM of recipient mice repopulated with *p53*^*R248W/+*^ BM cells compared to *p53*^*+/+*^ BM cells (Supplementary Fig. 1i, j). Taken together, we demonstrate that mutant p53 identified in CHIP confers a competitive advantage to HSPCs following transplantation.

### *TP53* mutations promote HSPC survival following radiation

Therapy-related CHIP in patients with non-hematologic cancers is common and associated with adverse clinical outcomes^10,12^. Cytotoxic therapy results in the expansion of clones carrying *TP53* mutations^10,12,35^. Indeed, we found that chemotherapy treatment expands HSPCs expressing mutant p53^22^. Given that HSPCs expressing mutant p53 are not sensitive to radiation (Fig. 1g), we then examined the impact of radiation on mutant HSPC expansion. We generated mixed BM chimeras containing both *p53*^*R248W/+*^ (CD45.2^+^) and *p53*^*+/+*^ (CD45.1^+^) cells with a 1:10 ratio of mutant to WT cells. Eight weeks following transplantation, recipient mice were treated with or without 5 Gy total body irradiation (TBI) (Fig. 3a). We found that mutant BM cells outcompeted *p53*^*+/+*^ cells, and became clonally dominant following TBI (Fig. 3b). Further, TBI significantly increased frequency of mutant HSPCs in BM of recipient mice (Fig. 3c, d). Thus, we demonstrate that radiation promotes the expansion of HSPCs with mutant p53.

**Fig. 3:**
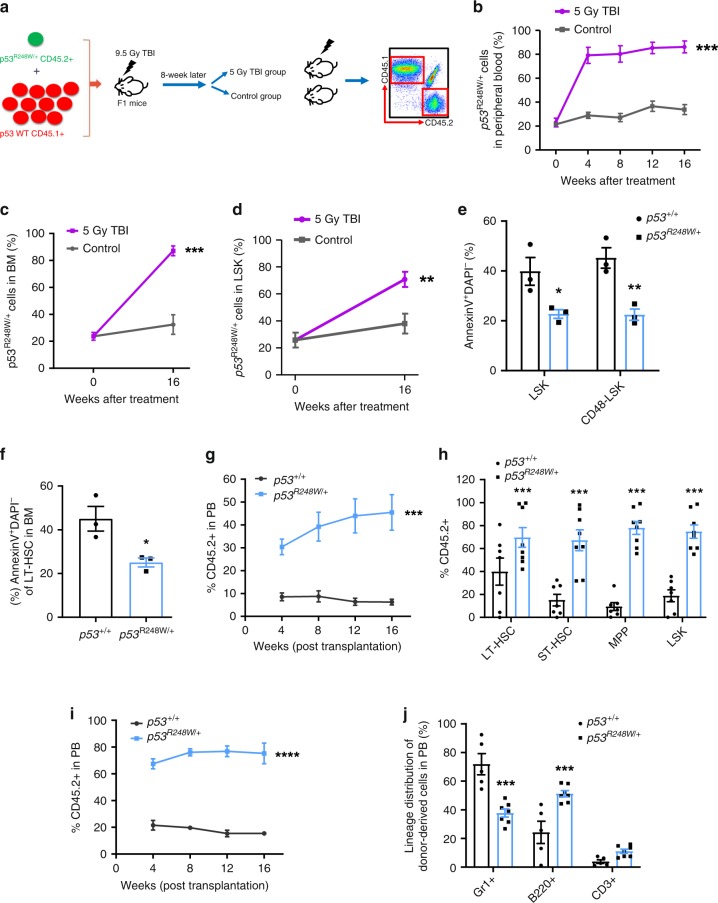
*p53*^R248W/+^ confers a survival advantage to HSPCs after radiation. **a** BM chimeras were generated by transplanting a 1:10 ratio of *p53*^*R248W/+*^ cells (CD45.2^+^) to *p53*^*+/+*^ cells (CD45.1^+^) into irradiated recipient mice (CD45.1^+^CD45.2^+^). After hematopoietic reconstitution (8 weeks), mice were treated with or without 5 gray (Gy) total body irradiation (TBI). **b** Percentage of *p53*^*R248W/+*^ (CD45.2^+^) cells in PB of recipient mice following TBI treatment; *n* = 7 mice per group. **c** Percentage of *p53*^*R248W/+*^ cells (CD45.2^+^) in the BM of recipient mice at 16 weeks following TBI treatment; *n* = 7 mice per group. **d** Percentage of *p53*^*R248W/+*^ LSK cells (CD45.2^+^) in the BM of recipient mice at 16 weeks following TBI treatment; *n* = 7 mice per group. **e** Hematopoietic stem and progenitor cells from *p53*^+/+^ and *p53*^*R248W/+*^ mice were assessed for apoptosis 2 h after 2 Gy TBI; *n* = 3 mice per group. **f** HSCs purified from the BM of *p53*^+/+^ and *p53*^*R248W/+*^ mice were treated with 2 Gy TBI and then assessed for apoptosis; *n* = 3 mice per group. **g** Competitive transplantation assays using BM cells isolated from *p53*^*+/+*^ and *p53*^*R248W/+*^ mice treated with 2 Gy TBI. Two hours following TBI, we isolated BM cells from irradiated mice and transplanted 500,000 live BM cells together with equal number of competitor BM cells into lethally irradiated recipient mice. The percentage of donor-derived cells in the PB of recipient mice; *n* = 7–8 mice per group. **h** Percentage of donor-derived LT-HSCs, ST-HSCs, MPPs, and LSK cells in the PB of the primary recipient mice 16 weeks following transplantation; *n* = 7–8 mice per group. **i** Contribution of *p53*^+/+^ and *p53*^*R248W/+*^ BM cells to recipient mouse PB in secondary transplantation assays; *n* = 5–7 mice per group. **j** Lineage contribution of donor-derived cells in the PB of secondary recipient mice 16 weeks following transplantation; *n* = 5–7 mice per group. Data are represented as mean ± SEM. *P*-values were calculated using two-way ANOVA with Bonferroni’s multiple comparisons test in **b**, **e**, **g**, **i**, and **j**, unpaired *t*-test with Welch’s correction in **c**, **d**, **f**, and **h**; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data are provided as a Source Data file.

To determine the impact of radiation on *p53*^*+/+*^ and *p53*^*R248W/+*^ mice, we irradiated these mice and monitored their survival. While most *p53*^*+/+*^ mice died 5 weeks following 9 Gy TBI, most *p53*^*R248W/+*^ mice were still alive (Supplementary Fig. 2a). Further, *p53*^*R248W/+*^ HSCs show decreased apoptosis both in vitro and in vivo following 2 Gy irradiation (Fig. 3e, f). Using phosphorylation of histone H2AX (γH2AX) as an indicator of DNA damage, we found that *p53*^*+/+*^ HSCs stained positive for γH2AX, whereas *p53*^*R248W/+*^ HSCs were largely devoid of γH2AX foci (Supplementary Fig. 2b, c).

To determine the impact of radiation on *p53*^*R248W/+*^ HSPC function in vivo, we treated *p53*^*+/+*^ and *p53*^*R248W/+*^ mice with 2 Gy TBI. Two hours following TBI, we isolated live BM cells from irradiated mice and performed competitive transplantation assays. Irradiated mutant BM cells displayed enhanced repopulating potential in primary transplantation assays compared to irradiated WT cells (Fig. 3g). We observed increased number of donor-derived HSPCs in the BM of primary recipient mice repopulated with live *p53*^*R248W/+*^ BM cells (Fig. 3h and Supplementary Fig. 2d). Sixteen weeks after secondary transplantation, *p53*^*R248W/+*^ cells continued to show increased repopulating ability (Fig. 3i). While mutant p53 had no effect on multi-lineage differentiation in PB of primary recipient mice (Supplementary Fig. 2e), we found decreased myeloid differentiation and increased B cell differentiation in the PB of secondary recipient mice repopulated with mutant BM cells (Fig. 3j). Thus, we demonstrate that *TP53* mutations identified in CHIP confer resistance to radiation, leading to the selective expansion of *TP53*-mutant HSPCs.

### HSC and AML signatures were enriched in p53 mutant HSPCs

WT p53 is a transcription factor that activates the transcription of several target genes in HSCs, including *p21* and *Necdin*^20,21^. However, we found that mutant p53 does not alter the expression of *p21* and *Necdin* in HSCs (Fig. 4a). 

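RNA-seq was performed on LSKs (Lin-Sca1+Kit+ bone marrow cells, which include HSCs and multipotent progenitors) from *p53*+/+, *p53* R248W/+, and *p53*-/- mice, with 3 libraries for each genotype. The methods describe selection of mRNA with oligo(dT) beads and priming with random hexamers, while the sample labels name a SMART-Seq kit for low input. The authors deposited a whole-number read count per gene for each library, without normalization, and their own log2 fold changes, p-values, and false discovery rates between the genotypes. The lowest total of any of the 12647 genes over the 9 libraries was 37 counts. Between 18021375 and 29750702 reads per library were counted on genes, with medians of 19598381 in *p53*+/+, 21089229 in *p53* R248W/+, and 20116602 in *p53*-/- libraries. Library sizes were normalized by edgeR's TMM method, with factors from 0.935 to 1.04. A single quasi-likelihood model with a term for each genotype was then fitted to all 9 libraries. The p-values were adjusted by the Benjamini-Hochberg method over the 12625 genes that passed edgeR's filter on low counts, and an adjusted p-value below 0.05 was taken as the threshold. The biological coefficient of variation between libraries of one genotype was 0.281.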

To understand how mutant p53 enhances HSPC self-renewal, we performed transcript profiling (using RNA-seq studies and quantitative real-time PCR (qRT-PCR) analysis) to compare gene expression in HSPCs isolated from *p53*^*+/+*^ and *p53*^*R248W/+*^ mice. We employed Gene Set Enrichment Assays (GSEA) to group potential mutant p53 target genes into specific pathways important in HSPC behavior. 

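The gene sets behind Supplementary Fig. 3a, b were not used here. In their place, a list of 60 genes described as markers of HSCs and a list of 56 genes associated with AML were compiled by hand, and 11 and 16 of their genes were also in another of the lists. In preranked enrichment on edgeR's test statistic, the 58 HSC genes tested had a normalized enrichment score of −0.91 in *p53* R248W/+ against *p53*+/+ LSKs (adjusted p = 0.930 over 18 sets, fgsea on edgeR statistics), with 28 genes higher and 30 lower. The mean log2 expression of the HSC list was 0.03 higher in *p53* R248W/+ than in *p53*+/+ libraries, with an SD of 0.11 and 0.29 (n = 3 each). The 50 AML genes tested had a normalized enrichment score of −1.26 (adjusted p = 0.455, fgsea on edgeR statistics), with 18 genes higher and 32 lower. Their mean log2 expression differed by −0.04, with an SD of 0.20 in *p53* R248W/+ and 0.10 in *p53*+/+ libraries (n = 3 each). Both differences were smaller than the spread between libraries. Of the HSC and AML genes 0 had an adjusted p-value below 0.05 in edgeR, 0 when adjusted over the list alone, and 1 and 0 an unadjusted p-value below 0.05. Single *p53*+/+ libraries moved the HSC list most. Without *p53*+/+ replicate 1 it was higher in *p53* R248W/+ LSKs (adjusted p = 0.00539) and without *p53*+/+ replicate 3 it was lower (adjusted p = 0.000480), in a range of 0.000480 to 0.998 over 17 alternatives. The AML list was lower without *p53*+/+ replicate 3 (adjusted p = 0.0257), without *p53* R248W/+ replicate 3 (adjusted p = 0.0152), and with the level of Y-linked genes as a covariate (adjusted p = 0.0114), in a range of 0.0114 to 0.998. The covariate was chosen after seeing the data.

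**Figure D1:**
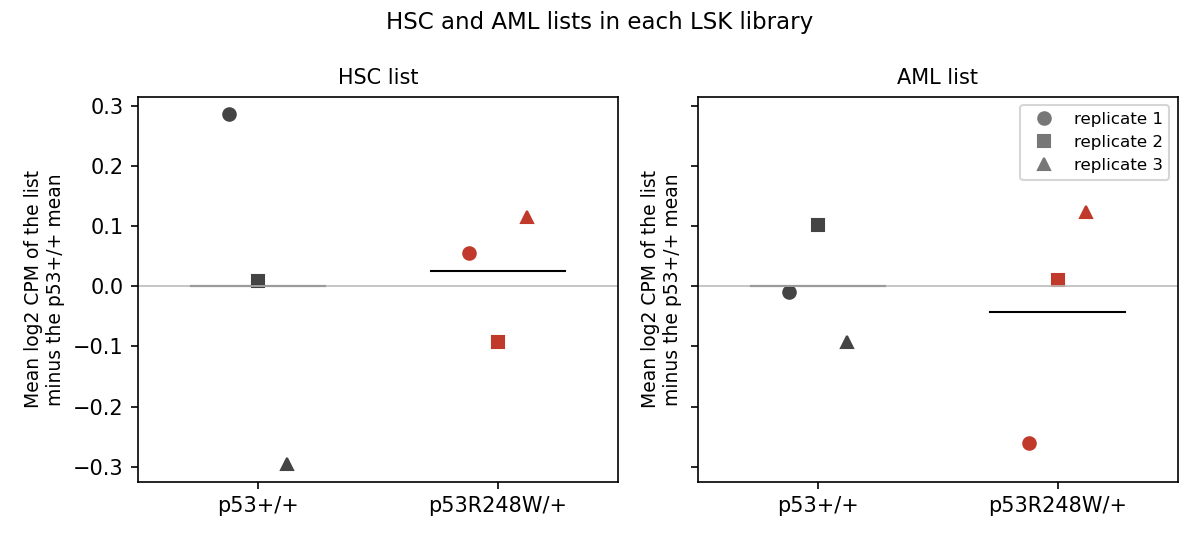
Mean log2 CPM of the HSC list and of the AML list in each LSK library, minus the mean of the 3 *p53*+/+ libraries, with the replicates as points by marker shape and the mean of each genotype as a horizontal line. The *p53* R248W/+ libraries lie between −0.09 and 0.12 for the HSC list and between −0.26 and 0.12 for the AML list, and the *p53*+/+ libraries between −0.30 and 0.29 and between −0.09 and 0.10.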

HSC and AML signatures were significantly enriched in p53 mutant HSPCs compared to *p53*^*+/+*^ HSPCs (Supplementary Fig. 3a, b). Several pathways important for HSC maintenance, including Regulation of hematopoiesis, Hematopoietic organ development, Immune response, and Positive regulation of cytokine response, were significantly enriched in *p53*^*R248W*/+^ HSPCs compared to *p53*^*+/+*^ HSPCs (Supplementary Fig. 3c). Collectively, the gene expression profiling data suggest that mutant p53 modulates specific pathways associated with HSC maintenance and leukemogenesis.

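The gene sets of Supplementary Fig. 3c were not used here, and 4 Reactome sets on related pathways were tested in the same way. The Immune System set, with 693 genes tested, had a normalized enrichment score of 0.76 in *p53* R248W/+ against *p53*+/+ LSKs (adjusted p = 1.00, fgsea on edgeR statistics), with 355 genes higher and 338 lower. Cytokine Signaling in Immune system had a score of −0.90 over 193 genes (adjusted p = 0.930), with 88 higher, and Interferon Signaling a score of 1.07 over 98 genes (adjusted p = 0.792), with 55 higher. Which *p53*+/+ libraries were included changed these results. Without *p53*+/+ replicate 2, Immune System (adjusted p = 0.0213) and Interferon Signaling (adjusted p = 0.0142) were higher in *p53* R248W/+ LSKs. Without *p53*+/+ replicate 3, Immune System (adjusted p = 0.00108) and Cytokine Signaling (adjusted p = 8.65e-05) were lower. Over 17 alternatives the adjusted p-values ranged from 0.00108 to 1.00 for Immune System, from 8.65e-05 to 1.00 for Cytokine Signaling, and from 0.0142 to 1.00 for Interferon Signaling. The Hemostasis set was lower, with a score of −1.51 (adjusted p = 0.00213), 183 of 321 genes lower, and a median log2 fold change of −0.04. The mean of the Hemostasis genes was below all *p53*+/+ libraries in 1 of 3 *p53* R248W/+ libraries, and without *p53*+/+ replicate 2 the set was higher (adjusted p = 0.818, in a range of 2.69e-06 to 0.998 over 17 alternatives). In none of the 4 sets did a gene reach an adjusted p-value below 0.05, while the numbers of genes with an unadjusted p-value below 0.05 were 3, 0, 0, and 5 in the order given.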

**Fig. 4:**
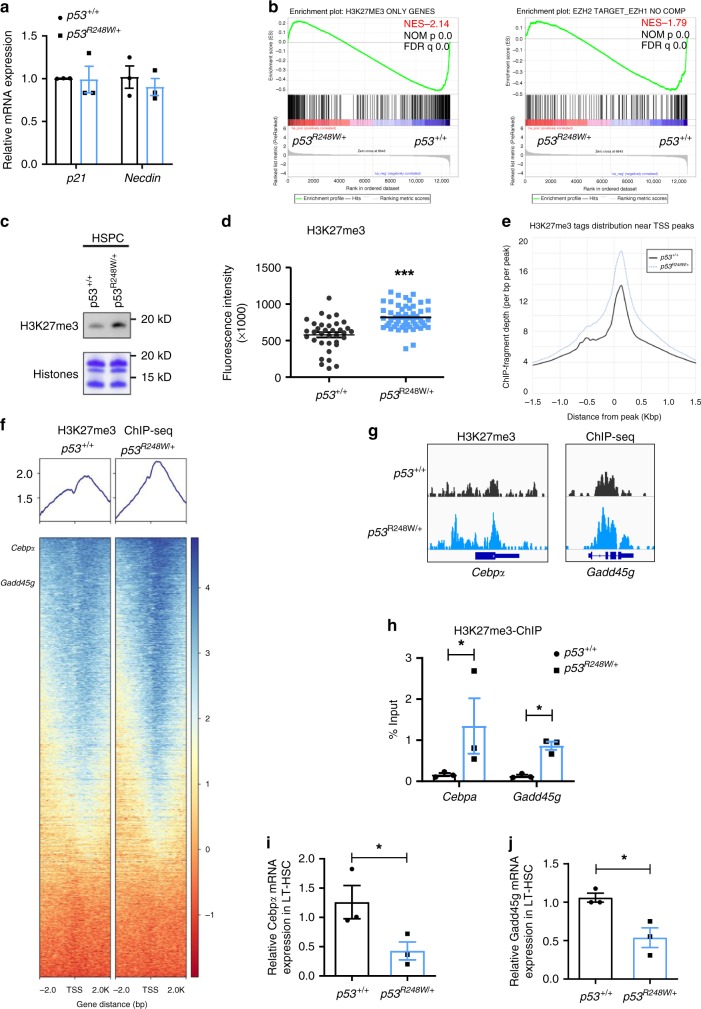
EZH2 targets were significantly downregulated in p53 mutant HSPCs. **a** Quantitative reverse transcription polymerase chain reaction (RT-PCR) analysis of mRNA levels of p53 target genes, including *p21* and *Necdin*, in HSCs; *n* = 3 biological replicates. **b** Gene Set Enrichment Assays (GSEA) analysis shows that EZH2 targets were significantly downregulated in p53 mutant HSPC compared to *p53*^*+/+*^ HSPCs. **c** p53 mutant HSPCs display increased levels of H3K27me3 (trimethylation at lysine 27 of histone H3) determined by immuno-blot analysis. **d** Lineage depleted HSPCs were stained with SLAM (signaling lymphocyte activation molecule) surface markers (CD48 and CD150) before fixation. Median fluorescence intensity of H3K27me3 in *p53*^+/+^ and *p53*^R248W/+^ HSCs (Lin^*−*^Sca1^+^Kit^+^CD48^*−*^CD150^+^ cells) was detected by ImageStream flow cytometry analysis. *p53*^+/+^ *n* = 35 cells, *p53*^R248W/+^ *n* = 52 cells. **e** H3K27me3 ChIP-seq (chromatin immunoprecipitation sequencing) tag density in *p53*^+/+^ and *p53*^*R248W/+*^ HSPCs, centered on TSS (transcription start site). **f** Heat map shows genes in HSPCs marked by H3K27me3. **g** Genome browser views of H3K27me3 ChIP-seq profiles of *Cebpα* (CCAAT/enhancer-binding protein alpha) and *Gadd45g* (growth arrest and DNA-damage-inducible 45 gamma). **h** H3K27me3 enrichment on *Cebpα* and *Gadd45g* genes in *p53*^+/+^ and *p53*^R248W/+^ HSPCs were examined by H3K27me3-ChIP assays; *n* = 3 independent experiments. **i** Quantitative RT-PCR analysis of mRNA levels of *Cebpα* in *p53*^+/+^ and *p53*^R248W/+^ LT-HSCs; *n* = 3 biological replicates. **j** Quantitative RT-PCR analysis of mRNA levels of *Gadd45g* in *p53*^+/+^ and *p53*^R248W/+^ LT-HSCs; *n* = 3 biological replicates. Data are represented as mean ± SEM. *P*-values were calculated using unpaired *t* test with Welch’s correction in **a** and **d**, paired *t*-test in **h**, **i**, and **j**, and GSEA software in **b**; *P < 0.05, ***P < 0.001. Source data are provided as a Source Data file.

### EZH2 targets were downregulated in p53 mutant HSPCs

While we found that several hundred genes are either upregulated or downregulated in p53 mutant HSPCs compared to WT HSPCs, how mutant p53 regulates gene expression in HSPCs is unknown. 

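In *p53* R248W/+ against *p53*+/+ LSKs, 1 of the genes tested had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test. This gene, AA465934 (NCBI gene 613254), lies on chromosome 11 of GRCm38 from 83291699 to 83294632, where the annotation lists a processed transcript. The chromosome also carries *Trp53*, from 69580359 to 69591873. AA465934 had 1054, 868, and 660 counts in the *p53* R248W/+ libraries and 3, 11, and 17 counts in the *p53*+/+ libraries. Its normalized expression was 36.6 ± 5.91 CPM (SD, n = 3) in *p53* R248W/+ and 0.549 ± 0.398 CPM (SD, n = 3) in *p53*+/+ LSKs, a log2 fold change of 6.06 (standard error 0.50, adjusted p = 0.000564 from edgeR), with 3 of 3 *p53* R248W/+ libraries above all *p53*+/+ libraries. An unadjusted p-value below 0.05 was found for 121 genes, 60 higher and 61 lower, or 0.958% of the genes tested, where chance gives 5%. Every *p53* R248W/+ library was above or below every *p53*+/+ library for 636 genes, or 5.04% of those tested, where chance gives 10%. Both chance values take the libraries as independent, while some libraries of the same replicate number deviated together across these genotypes. The number of genes depended on the threshold. With an unadjusted p-value below 0.05 and at least a 1.5-fold change there were 96 genes, 45 higher and 51 lower. With at least a 1.5-fold change and no test, a threshold chosen after seeing the data, there were 771 genes, 362 higher and 409 lower. With DESeq2 in place of edgeR, 6 genes had an adjusted p-value below 0.05. In the authors' deposited comparison, the paper's own, 1 gene has a false discovery rate below 0.05.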

Recent studies revealed that some mutant p53 proteins increase the expression of epigenetic factors, including *MLL1*, *MLL2*, and *MOZ (KAT6A)*, in human cancer cells^36^. MLL1 and MLL2 are key components of the MLL complexes that confer histone H3K4 trimethylation (H3K4me3), which is an active histone mark important for gene expression^37,38^. MOZ is a histone acetyltransferase and mediates histone H3K9 acetylation (H3K9ac)^39,40^. However, we found that the expression of *MLL1*, *MLL2*, and *MOZ* is comparable in p53 WT and mutant HSPCs (Supplementary Fig. 3d), suggesting mutant p53 may utilize other mechanisms to modulate gene expression in hematopoietic cells.

Interestingly, RNA-seq assays revealed that genes that only marked by H3K27me3 were negatively enriched with significance in mutant HSPCs compared to that of the WT HSPCs (Fig. 4b, left panel). 

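The gene sets of Fig. 4b were not used here. Genes of developmental families and single regulators that are widely described as Polycomb targets, such as the *Hox*, *Pax*, *Sox*, and *Wnt* families, served as another list, of which 38 genes were tested and 10 were also in another list. Members were taken only from the genes deposited by the authors. Those with too few counts to be among them were not tested, so the list does not cover targets that are silent in LSKs. This list had a normalized enrichment score of −0.88 in *p53* R248W/+ against *p53*+/+ LSKs (adjusted p = 0.930, fgsea on edgeR statistics). Of its genes 15 were higher and 23 lower, with a median log2 fold change of −0.05. None had an adjusted p-value below 0.05, whether over all genes or adjusted over the list alone, and 1 had an unadjusted p-value below 0.05. The mean log2 expression of the list differed by −0.03, with an SD of 0.25 in *p53* R248W/+ and 0.13 in *p53*+/+ libraries (n = 3 each), so the difference was smaller than the spread between libraries. Under 16 alternatives the list did not pass the threshold, with adjusted p-values from 0.0635, without *p53* R248W/+ replicate 3, to 0.998. In 5 of these the list was higher in *p53* R248W/+ LSKs instead of lower: without *p53*+/+ replicate 1, without *p53* R248W/+ replicate 1, with the strict filter of at least 10 counts in every library, in the fit to the 6 libraries of the 2 genotypes, and with the trend on gene length and GC content removed, which was chosen after seeing the data.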

EZH2 target gene signature (without EZH1 compensation) was also negatively enriched with significance in mutant HSPCs (Fig. 4b, right panel). However, loss of p53 in HSPCs did not significantly change EZH2 target gene signature (Supplemental Fig. 3e). 

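*Trp53* itself (NCBI gene 22059) was read in every library, at 129, 127, and 112 CPM in the *p53*-/- libraries, 125, 207, and 376 CPM in the *p53*+/+ libraries, and 219, 240, and 235 CPM in the *p53* R248W/+ libraries. How reads from the human part of a humanized allele were counted is not named in the paper's text. The log2 fold change of *Trp53* in *p53*-/- against *p53*+/+ LSKs was −0.94 (standard error 0.31, adjusted p = 0.0953 from edgeR), and 1 of 3 *p53*-/- libraries was below all *p53*+/+ libraries, whose mean was 236 ± 128 CPM (SD, n = 3). *Cdkn1a* (*p21*, NCBI gene 12575), on chromosome 17 from 29090976 to 29100727, is a transcriptional target of p53. It was expressed at 12.3 ± 4.91 CPM (SD, n = 3) in *p53*-/- and 51.6 ± 13.4 CPM (SD, n = 3) in *p53*+/+ LSKs. Its log2 fold change was −2.07 (standard error 0.30, adjusted p = 0.00914 from edgeR), with all 3 *p53*-/- libraries below all *p53*+/+ libraries. The list of Polycomb-target families had a normalized enrichment score of 0.99 in *p53*-/- against *p53*+/+ LSKs (adjusted p = 0.572, fgsea on edgeR statistics), with 21 genes higher and 17 lower. Ranked on the log2 fold change instead, it was higher (adjusted p = 0.0216), while the other alternatives gave adjusted p-values up to 0.813. A hand-compiled list of 54 p53 target genes, of which 50 were tested and 2 were also in another list, had a score of −1.49 (adjusted p = 0.0786), with 27 genes lower and 23 higher. The mean of the p53 targets was below all *p53*+/+ libraries in 3 of 3 *p53*-/- libraries. Over the alternatives the adjusted p-value ranged from 0.0127, lower without *p53*-/- replicate 1, to 0.755, higher with only the members above the median expression. The list was also past the threshold without *p53*+/+ replicate 2 (adjusted p = 0.0383) and without *p53*+/+ replicate 3 (adjusted p = 0.0200), and with a Y-linked covariate (adjusted p = 0.0281) or the length and GC trend removed (adjusted p = 0.0498), both chosen after seeing the data. From the absence of a significant difference in the PRC2-related gene signature between *p53*+/+ and *p53*-/- HSPCs, unlike in p53 mutant HSPCs, the paper proposes that loss of WT p53 may affect neither EZH2 activity nor H3K27me3.

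**Figure D2:**
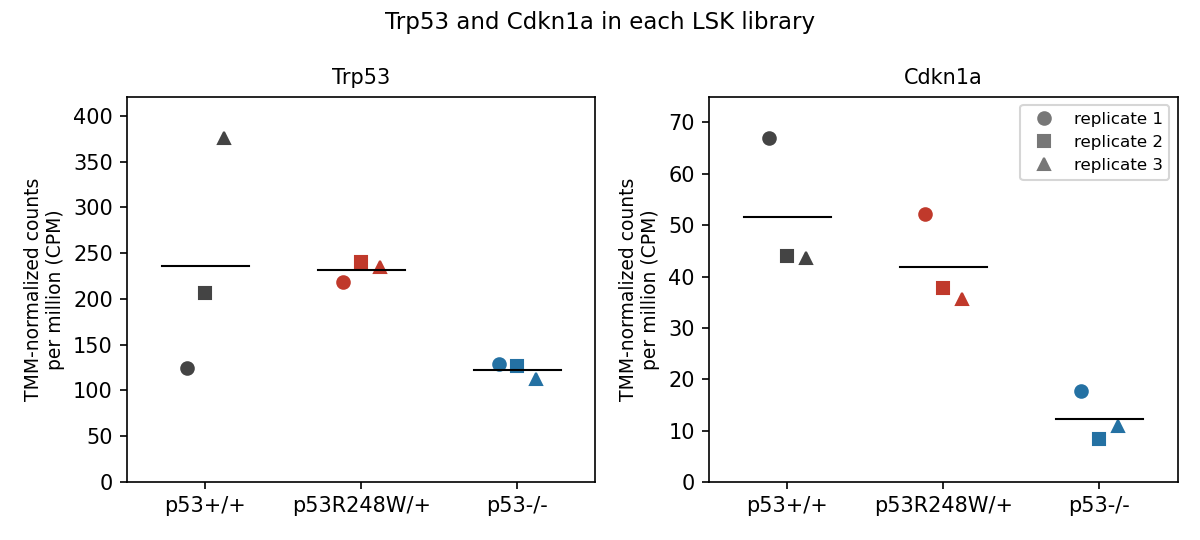
Normalized expression of *Trp53* and *Cdkn1a* in CPM in each LSK library, with the replicates as points by marker shape and the mean of each genotype as a horizontal line. For *Cdkn1a* the 3 *p53*-/- libraries lie between 8.27 and 17.8 CPM, and the lowest of the other 6 libraries is at 35.7 CPM.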

Western blot analysis showed increased levels of H3K27me3 in p53 mutant HSPCs compared to WT HSPCs (Fig. 4c). Further, *p53*^*R248W/+*^ HSCs displayed higher levels of H3K27me3 compared to *p53*^*+/+*^ HSCs quantified by flow cytometry analysis (Fig. 4d).

To further understand how mutant p53 modulates gene expression in hematopoietic cells, we performed H3K27me3 ChIP-seq assays in HSPCs from *p53*^*+/+*^ and *p53*^*R248W/+*^ mice. As expected, H3K27me3 is enriched at the transcription start site (TSS). Large regions of H3K27me3 enrichments are also found covering entire gene regions as well as intragenic regions. We found that p53 mutant HSPCs exhibited significantly higher levels of H3K27me3 at TSS compared to that of the WT HSPCs (Fig. 4e). The heat map of H3K27me3 ChIP-seq also revealed that many genes show increased H3K27me3 enrichment in mutant HSPCs compared to that of the WT HSPCs (Fig. 4f). The majority of H3K27me3 peaks (2582 out of 2669) in WT HSPCs are overlapped with H3K27me3 peaks in p53 mutant HSPCs (Supplementary Fig. 4a). By using the same enrichment threshold, we obtained 1232 additional peaks in mutant HSPCs. These peaks are likely targeted by H3K27me3 in WT cells but failed to reach the threshold. Indeed, these peaks show a similar pattern of fold enrichment between mutant and WT HSPCs (Supplementary Fig. 4b). We also observed increased H3K27me3 enrichment in other genes in p53 mutant HSPCs (Supplementary Fig. 4c, d).

Increased levels of H3K27me3 were found in genes regulating HSC self-renewal and differentiation, including *Cebpα* and *Gadd45g*^41–43^, in *p53*^*R248W/+*^ HSPCs compared to *p53*^*+/+*^ HSPCs (Fig. 4f, g). The transcription factor C/EBP alpha is required for granulopoiesis and frequently disrupted in human AML. Loss of *Cebpα* enhances HSC repopulating capability and self-renewal^41,42^. Tumor suppressor GADD45G induces HSC differentiation following cytokine stimulation, whereas loss of GADD45G enhances the self-renewal potential of HSCs^43^. We confirmed that there were increased levels of H3K27me3 at both *Cebpα* and *Gadd45g* genes by ChIP experiments (Fig. 4h). Consistently, both *Cebpα* and *Gadd45g* were significantly downregulated in *p53*^R248W/+^ HSCs compared to *p53*^+/+^ HSPCs (Fig. 4i, j).

Stimulation of WT HSPCs with thrombopoietin (TPO) dramatically increased *Gadd45g* expression; however, TPO treatment only modestly increased *Gadd45g* expression in p53 mutant HSPCs (Supplementary Fig. 5a), suggesting that mutant p53 may repress *Gadd45g* expression upon cytokine stimulation. To determine the impact of Gadd45g on HSPC function in vitro, we introduced *Gadd45g* into BM cells from *p53*^*+/+*^ and *p53*^*R248W/+*^ mice using retroviruses and performed colony formation as well as transplantation assays. We found that ectopic *Gadd45g* expression decreases the colony formation of p53 mutant BM cells (Supplementary Fig. 5b). Further, ectopic *Gadd45g* expression decreased the engraftment of p53 mutant BM cells in vivo (Supplementary Fig. 5c). Given that loss of Gadd45g increases HSC self-renewal^43^, it is possible that inactivation of Gadd45g is responsible for increased self-renewal and colony formation seen in p53 mutant HSPCs. We also found that ectopic *Cebpα* expression decreases the colony formation of p53 mutant BM cells (Supplementary Fig. 5d). These data suggest that mutant p53 may repress gene expression in HSPCs through increasing the levels of H3K27me3.

### Mutant p53 enhances the association of EZH2 with the chromatin

The PRC2 complex consists of EZH2/EZH1, EED, and SUZ12^25^. While the levels of EZH2 was modestly increased in mutant HSPCs, the expression of other PRC2 core components was comparable between p53 WT and mutant HSPCs (Supplementary Fig. 6a). As the protein levels of PRC2 complex in mouse HSPCs were very low, we determined the impact of mutant p53 on the expression of PRC2 complex in murine hematopoietic progenitor 32D cells. We found that ectopic expression of mutant p53, but not WT p53, increased levels of H3K27me3 in 32D cells (Fig. 5a). However, ectopic expression of neither WT nor mutant p53 affected the protein levels of PRC2 core components in 32D cells (Supplementary Fig. 6b). Thus, the increased H3K27me3 in p53 mutant HSPCs may not be due to increased expression of catalytic components of PRC2, including EZH2 and EZH1, or other components of the PRC2 complex.

**Fig. 5:**
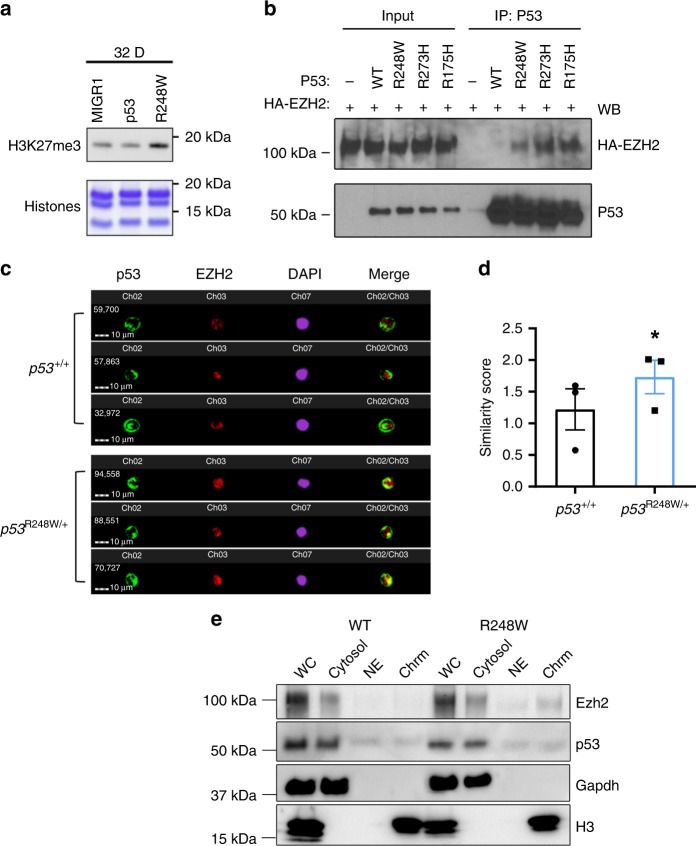
Mutant p53 enhances the association of EZH2 with the chromatin in HSPCs. **a** 32D cells expressing mutant p53, but not wild-type (WT) p53, displayed increased levels of H3K27me3 as determined by immuno-blot analysis. **b** Several mutant p53 proteins, but not wild-type p53, show enhanced association with EZH2 as assayed by co-IP (co-immunoprecipitation) experiments. **c** Mutant p53 and EZH2 localization in HSPCs (Lin^*−*^Sca1^+^Kit^+^CD150^+^) as determined by ImageStream flow cytometry analysis. **d** Quantification of p53 and Ezh2 co-localization in the nucleus of HSPCs (Lin^*−*^Sca1^+^Kit^+^CD150^+^). A similarity feature determined the amount of overlay between p53 and Ezh2 within the DAPI mask. The higher the similarity score is, the more co-localized staining is within the nucleus; *n* = 3 biological replicates. **e** Cellular fractionation shows increased EZH2 association with the chromatin fraction in p53 mutant HSPCs. The absence of Gapdh (glyceraldehyde 3-phosphate dehydrogenase) and exclusive distribution of histone H3 in the chromatin fraction indicates no cross contamination between different cellular compartments. WC whole cell extract, Cyto cytosol, NE nuclear cytosol, Chrm chromatin. Data are represented as mean ± SEM. *P*-values were calculated using paired *t*-test in **d**; *P < 0.05. Source data are provided as a Source Data file.

We then tested whether mutant p53 interacts with EZH2. We performed co-immunoprecipitation assays and found that several mutant p53 proteins, including p53^R248W^, p53^R273H^, and p53^R175H^, displayed enhanced association with EZH2 compared to WT p53 (Fig. 5b). The recruitment and displacement of the PRC2 complex on chromatin are a dynamic process and tightly regulated to activate or repress transcription^23–26^. Genome-wide H3K27me3 ChIP-seq assays revealed that the majority of H3K27me3 peaks in p53 mutant HSPCs are overlapped with that of the WT HSPCs (Fig. 4e, f, Supplementary Fig. 4a), suggesting that mutant p53 may enhance the association of EZH2 with the chromatin, thereby increasing the levels of H3K27me3. To test this, we examine the co-localization of p53 and Ezh2 in p53 WT and mutant HSPCs utilizing the ImageStream flow cytometry analysis. The median fluorescent intensity (MFI) of p53 and Ezh2 in the nucleus was comparable between *p53*^*+/+*^ and *p53*^*R248W/+*^ HSPCs (Supplementary Fig. 6c, d). However, we found that mutant p53, but not WT p53, show increased co-localization with Ezh2 in the nucleus (Fig. 5c, d).

To determine whether mutant p53 enhances the association of Ezh2 with the chromatin, we separated proteins in p53 WT and mutant HSPCs into cytosol, nuclear cytosol, and chromatin bound fractions. While EZH2 was present in the cytosol of both p53 WT and mutant HSPCs, we observed increased levels of Ezh2 in the chromatin bound faction of p53 mutant HSPCs compared to that of the p53 WT HSPCs (Fig. 5e). We then performed p53 and EZH2 ChIP assays in *p53*^*+/+*^ and *p53*^*R248W/+*^ HSPCs (Lin^−^Kit^+^ cells) and found that both mutant p53 and EZH2 show increased association with *Cebpα* (Supplementary Fig. 6e, f). Thus, we demonstrate that mutant p53 interacts with EZH2 and enhances its association with the chromatin, thereby increasing the levels of H3K27me3 in HSPCs.

### Inhibiting EZH2 decreases p53 mutant HSPC expansion

Hematopoietic-specific deletion of *Ezh2* impairs HSC self-renewal and terminal differentiation^28^. To determine the functional impacts of mutant p53 and Ezh2 interaction on hematopoiesis, we generated *p53*^*R248W/+*^*Ezh2*^*f/f*^*-Mx1Cre*^*+*^ mice^28^. While Ezh2-deficiency did not affect *Cebpα* and *Gadd45g* expression, Ezh2 deficiency brought the expression of *Cebpα* and *Gadd45g* back to normal in the mutant p53 background (Fig. 6a and Supplementary Fig. 7a).

**Fig. 6:**
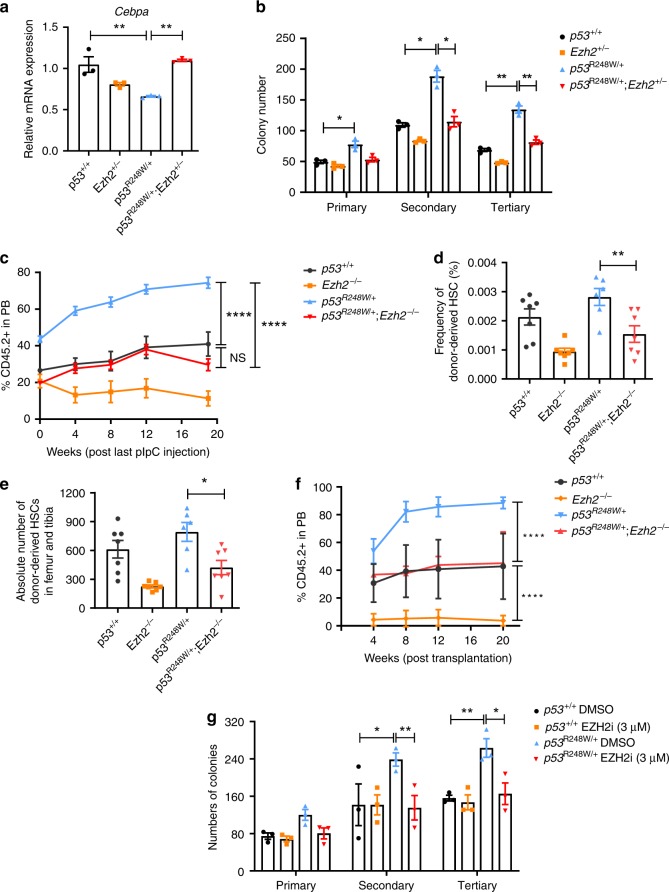
Loss of EZH2 decreases the repopulating potential of p53 mutant HSPCs. **a** *Cebpα* expression in *p53*^+/+^, *Ezh2*^*+/−*^, *p53*^R248W/+^, and *p53*^R248W/+^ *Ezh2*^*+/−*^ HSPCs; *n* = 3 biological replicates. **b** Serial replating assays of BM cells from *p53*^+/+^, *Ezh2*^*+/−*^, *p53*^R248W/+^ and *p53*^R248W/+^ *Ezh2*^*+/−*^ mice; *n* = 3 independent experiments. **c** Percentage of donor-derived cells in the PB of recipient mice at 20 weeks following pI:pC (polyinosinic:polycytidylic acid) treatment; *n* = 7 mice per group. **d** Percentage of donor-derived HSCs in the BM of recipient mice at 20 weeks following pI:pC treatment; *n* = 6–7 mice per group. **e** The absolute number of donor-derived HSCs in the BM of recipient mice at 20 weeks following pI:pC treatment; *n* = 6–7 mice per group. **f** Percentage of donor-derived cells in the PB of recipient mice at 20 weeks following secondary transplantation; *n* = 7 mice per group. **g** Serial replating assays using *p53*^+/+^ and *p53*^R248W/+^ BM cells treated with DMSO (dimethyl sulfoxide) or EZH2 inhibitor (3 µM); *n* = 3 independent experiments. Data are represented as mean ± SEM. *P*-values were calculated using one-way ANOVA with Tukey’s multiple comparisons test in **a**, **d**, and **e**, two-way ANOVA with Tukey’s multiple comparison test in **b**, **c**, **f**, and **g**; *P < 0.05, **P < 0.01, ****P < 0.0001. Source data are provided as a Source Data file.

To determine the impact of genetic inhibition of Ezh2 on p53 mutant HSPC function in vitro, we performed serial replating assays using BM cells from *p53*^*+/+*^, *Ezh2*^*f/+*^*-Mx1Cre*^*+*^, *p53*^*R248W/+*^, and *p53*^*R248W/+*^*Ezh2*^*f/+*^*-Mx1Cre*^*+*^ mice following polyinosinic:polycytidylic acid (pI:pC) treatment. We found that Ezh2-deficiency brings the replating potential of p53 mutant BM cells back to the WT cell level (Fig. 6b). To determine the impact of Ezh2 deficiency on HSPC function in vivo, we performed competitive BM transplantations. We treated recipient mice with pI:pC at 8 weeks after transplantation to delete Ezh2 and then examined donor cell engraftment every 4 weeks for 20 weeks. *p53*^*R248W/+*^ BM cells exhibited a substantially higher contribution to PB production compared to *p53*^*+/+*^ cells at 20 weeks following pI:pC treatment, whereas loss of Ezh2 decreased the engraftment of mutant BM cells to the WT cell level (Fig. 6c). While both the frequency and the absolute number of donor-derived HSPCs in the BM of recipient mice repopulated with *p53*^*R248W/+*^ BM cells was significantly higher than that of the WT cells, the frequency and the number of donor-derived HSPCs in the BM of recipient mice repopulated with *p53*^*+/+*^ and *p53*^*R248W/+*^*Ezh2*^*−/−*^ BM cells were comparable (Fig. 6d, e). In addition, we observed decreased number of donor-derived CMPs and MEPs in the BM of recipient mice repopulated with *p53*^*R248W/+*^*Ezh2*^*−/−*^ BM cells compared to that of the *p53*^*R248W/+*^ BM cells (Supplementary Fig. 7b, c), whereas the number of donor-derived GMPs was comparable in the BM of recipient mice repopulated with *p53*^*R248W/+*^ cells and *p53*^*R248W/+*^*Ezh2*^*−/−*^ cells (Supplementary Fig. 7d). To determine the impact of Ezh2-deficiency on mutant HSC self-renewal, we performed secondary BM transplantation assays and found that EZH2-deficiency decreases the repopulating potential of *p53*^*R248W/+*^ HSCs following secondary transplantation assays (Fig. 6f).

To determine the effect of pharmacological inhibition of Ezh2 activity on mutant p53 HSPCs, we treated *p53*^*+/+*^ and *p53*^*R248W/+*^ BM cells with DMSO or EZH2 specific inhibitor EPZ011989^44^ and performed serial replating assays. While EZH2 inhibitor had no effect on the colony formation of WT BM cells, EZH2 inhibitor treatment decreased the replating potential of *p53*^*R248W/+*^ BM cells to the WT level (Fig. 6g). Thus, we demonstrate that EZH2 is important for mutant p53 HPSC functions both in vitro and in vivo.

## Discussion

WT p53 is a transcription factor that activates the transcription of target genes to mediate DNA damage repair, growth arrest, or apoptosis^13,45^. Most TP53 mutations observed in human cancers abrogate or attenuate the binding of p53 to its consensus DNA sequence (p53 responsive element) and impede transcriptional activation of p53 target genes^14^. However, we found that mutant p53 does not alter the expression of p53 target genes, including p21 and Necdin, in HSCs (Fig. 4a). Genome-wide transcriptome assays revealed that HSC and AML signatures are enriched in p53 mutant HSPCs, which is different from gene expression signatures regulated by the WT p53 protein^20,45^. Thus, our findings provide experimental evidence that TP53 mutations identified in CHIP regulate gene expression in a distinct manner compared to WT p53.

Some mutant p53 proteins have been shown to promote cancer development through modulating gene transcription^14^. Dysregulated epigenetic control has been implicated in HSC aging and the pathogenesis of hematological malignancies^16,46–48^. RNA-seq assays revealed that Ezh2 target genes are significantly downregulated in p53^R248W/+^ HSPCs compared to p53^+/+^ HSPCs. We observed increased levels of H3K27me3 in p53 mutant HSPCs. Further, H3K27me3 ChIP-seq assays revealed that p53 mutant HSPCs exhibit significantly high levels of H3K27me3. Genes important for HSC self-renewal and differentiation, including Cebpα and Gadd45g^41–43^, were occupied with increased levels of H3K27me3 in p53 mutant HSPCs. Thus, mutant p53 may enhance HSPC self-renewal through increasing the levels of H3K27me3 in genes involved in HSC self-renewal and differentiation.

Then, how does mutant p53 enhances H3K27me3 in HSPCs? One possible mechanism is that mutant p53 upregulates the expression of the core PCR2 components, thereby increasing PRC2 activity. However, the expression of the core PRC2 components was comparable between p53 WT and mutant HSPCs. Mutant p53 is incapable of binding to its normal binding sites and has been shown to be targeted by interactions with other transcription factors, including ETS family and SREBP^14,36^. We discovered that several mutant p53 proteins show enhanced association with EZH2 compared to WT p53. H3K27me3 ChIP-seq assays revealed that the increase in EZH2-dependent H3K27me3 is broad across genes, pointing toward an alternative EZH2/PRC2 targeting strategy or an increase in enzymatic activity but with normal targeting mechanisms. As shown in Supplementary Fig. 4a, 96.7% H3K27me3 peaks in WT cells also show H3K27me3 occupation in p53 mutant cells. Although additional peaks are enriched in p53 mutant cells, they are indeed associated with H3K27me3 in WT cells as well albeit lower enrichment. Further, we found that mutant p53 interacts with EZH2 and enhances its association with the chromatin in HSPCs. Thus, mutant p53 appears to enhance H3K27me3 occupation rather than change its genome-wide distribution in HSPCs.

While the PRC2 complex controls dimethylation and trimethylation of H3K27, the Jumonji domain containing-3 (Jmjd3, KDM6B) and ubiquitously transcribed X-chromosome tetratricopeptide repeat protein (UTX, KDM6A) have been identified as H3K27 demethylases that catalyze the demethylation of H3K27me2/3^49,50^. Decreased activity of KDM6A/UTX and JMJD3 may be an alternative mechanism leading to increased EZH2 activity. Future studies will be needed to investigate the potential impact of UTX and JMJD3 on regulating H3K27me3 in p53 mutant HSPCs.

Most of *TP53* mutations in human cancer result in either partial or complete loss of tumor suppressor function^14^. Some mutant p53 proteins acquire new oncogenic properties that are independent of WT p53, known as the gain-of-function (GOF) properties^14^. Most GOF properties are believed to stem from binding of mutant p53 to cellular proteins such as transcription factors and altering their activity^14^. These (neomorphic) GOF properties can be experimentally demonstrated in the absence of a functional WT p53. Homozygous *p53*^*R248W/R428W*^ and *p53*^*R273H/R273H*^ mice developed novel tumors compared to *p53*^−/−^ mice^29,31^, demonstrating that some mutant p53 proteins have enhanced oncogenic potential beyond the simple loss of p53 function. WT p53 has not been shown to be associated with EZH2 activity or H3K27me3. RNA-seq assays revealed that PRC2-related gene signature was not significantly different between *p53*^*+/+*^ and *p53*^*−/−*^ HSPCs, which is different from what we observed in p53 mutant HSPCs, suggesting that loss of WT p53 may affect neither EZH2 activity nor H3K27me3 in HSPCs. Ectopic expression of mutant p53, but not WT p53, enhances H3K27me3 in 32D cells. Further, we found that several mutant p53 proteins show enhanced association with EZH2 compared to WT p53. While both loss of p53 (*p53*^*−/−*^) and mutant p53 (*p53*^*R248W/+*^) enhances HSC repopulating potential, our data suggest that increased levels of H3K27me3 in p53 mutant HSPCs is likely due to the presence of the mutant allele, but not the result of losing WT p53 activity. While a dominant-negative (DN) effect has been shown to drive selection of *TP53* missense mutations in myeloid malignancies^51^, GOF mutant p53 appears to play an important role in myeloid leukemia^30^. Our work suggests that both DN and GOF properties may contribute to enhanced HSC self-renewal seen in *p53*^*R248W/+*^ mice.

Clinical studies revealed that hematopoietic clones harboring specific mutations in individuals with CHIP may expand over time^4–6^. However, how different cellular stressors affect clonal expansion is largely unknown. Recently, two different stressors, including hematopoietic transplantation and cytotoxic therapy, have been shown to expand hematopoietic clones^10,12,22,33–35^. We discovered that *TP53* mutations identified in CHIP confer a competitive advantage to HSPCs following transplantation. *TP53* mutations are associated with prior exposure to chemotherapy^10,12^ and we observed that *TP53* mutations confer radiation resistance, leading to selective expansion of *TP53*-mutant HSPCs. Recently, *PPM1D* mutations were found in CHIP, especially in patients previously exposed to chemotherapy^10,12,33,34^. PPM1D is a phosphatase that negatively regulates p53 and several proteins involved in the DDR pathway^52,53^. While *PPM1D* mutations result in the expansion of *PPM1D*-mutant hematopoietic cells following chemotherapy treatment^33,34^, they do not confer competitive advantage to HSPCs following BM transplantation^12,33,34^. Thus, p53 and PPM1D appear to play distinct roles in driving clonal hematopoiesis.

While we have identified a stem cell intrinsic mechanism by which mutant p53 drives clonal hematopoiesis, recent studies indicate that mutations identified in CHIP may utilize cell extrinsic mechanisms to promote clonal hematopoiesis^54,55^. We will investigate the cell extrinsic mechanisms by which mutant p53 drives CHIP in the future. Some individuals with CHIP developed AML with age^2,3^. However, the role of mutant p53 in the initiation and progression of AML is largely unknown^18,56^. We recently reported that mutant p53 synergizes with FLT3-ITD in leukemia development^57^. We will elucidate the mechanisms by which mutant p53 drives leukemia development.

In summary, we discovered that *TP53* mutations drive clonal hematopoiesis in response to distinct cellular stressors. Mechanistically, mutant p53 interacts with EZH2 and enhances its association with the chromatin, increasing the levels of H3K27me3 in genes regulating HSPC self-renewal and differentiation. EZH2 is rarely mutated in CHIP^4–6^ and we found that genetic and pharmacological inhibition of EZH2 decrease the repopulating potential of p53 mutant HSPCs. Thus, our work will likely establish epigenetic regulator EZH2 as a novel therapeutic target for preventing CHIP progression and treating hematological malignancies with *TP53* mutations.

## Methods

### Mice

The HUPKI (*p53*^+/+^) and *p53*^R248W/+^ mice used in our studies have been backcrossed to the C57BL6 background for 12 generations^22,31^. All young *p53*^+/+^, *p53*^*+/−*^, *p53*^*−/−*^, and *p53*^R248W/+^ and *Ezh2*^*F/F*^*-Mx1-Cre*^*+*^ mice used in these studies are 8–12 weeks old and are tumor free. WT C57BL/6 (CD45.2^+^), B6.SJL (CD45.1^+^), and F1 mice (CD45.2^+^ CD45.1^+^) mice were obtained from an on-site core breeding colony. We have complied with all relevant ethical regulations for animal testing and research. All animal-related experiments have received ethical approval from the Indiana University Institutional Animal Care and Use Committee (IACUC). All mice were maintained in the Indiana University Animal Facility according to IACUC-approved protocols.

### Generation of retroviruses and infection of HSPCs

Retroviral vectors were produced by transfection of Phoenix E cells with the MIGR1 control or MIGR1 full-length mutant p53 cDNA plasmids, according to standard protocols. Mouse HSPCs were infected with high-titer retroviral suspensions in the presence of Retronectin. Forty-eight hours after infection, the GFP-positive cells were sorted by FACS^20,21^.

### Stem and progenitor cell assays

Clonogenic progenitors were determined in methylcellulose medium (MethoCult GF M3234, StemCell Technologies) using 2 × 10^4^ BM cells per well (6-well plate). Colonies were scored after 7 days of the initial culture, and all cells were collected and washed twice in PBS. Subsequently cells were cultured in the same medium. Colony scoring and replating were repeated every 7 days for at least two times^20,21^.

### Flow cytometry

Murine HSPCs were identified and evaluated by flow cytometry using a single cell suspension of bone marrow mononuclear cells (BMMCs). Hematopoietic stem and progenitors are purified based upon the expression of surface markers: LT-HSC (Lin^*−*^Sca1^+^Kit^+^CD48^−^CD150^+^), ST-HSC (Lin^−^Sca1^+^Kit^+^CD48^−^CD150^−^), MPP (Lin^−^Sca1^+^Kit^+^CD48^+^CD150^−^), CMP (Lin^−^Sca1^−^Kit^+^CD16/32w^low^CD34^high^), GMP (Lin^−^Sca1^−^Kit^+^CD16/32w^high^CD34^high^), and MEP (Lin^−^Sca1^−^Kit^+^CD16/32w^low^CD34^low^). BM cells were obtained from tibia, femur, and iliac crest (6 from each mice) by flushing cells out of the bone using a syringe and phosphate-buffered saline (PBS) with 2 mM EDTA. Red blood cells (RBCs) were lysed by RBC lysis buffer (eBioscience) prior to staining. Experiments were performed on FACS LSR IV cytometers (BD Biosciences) and analyzed by using the FlowJo software (TreeStar).

### Ki-67 staining

BM cells were stained for cell surface markers as described above. After staining, cells were washed with 0.2% BSA in PBS, fixed and permeabilized using Cytofix/Cytoperm buffer (BD Biosciences) and then incubated with PE-conjugated-antibody against Ki-67 (BD Biosciences) for more than 30 min on ice. Cells were washed, incubated with 4′,6-diamidino-2-phenylindole (DAPI) (Sigma) and acquired using LSR IV flow cytometer machine^20,21^. Data analysis was performed using FlowJo software.

### Hematopoietic cell transplantation

For HSC transplantation, we injected 200 CD48^−^CD150^+^LSK cells from *p53*^+/+^, *p53*^+/*−*^, *p53*^*−*/*−*^, and *p53*^R248W/+^ mice (CD45.2^+^) plus 3 × 10^5^ competitor BM cells (CD45.1^+^) into lethally irradiated F1 mice (CD45.1^+^CD45.2^+^). The percentage of donor-derived (CD45.2^+^) cells in PB was analyzed every 4 weeks after transplantation as described above. Twenty weeks following transplantation, we harvested BM cells from recipient mice and performed flow cytometry analysis to evaluate HSC repopulating capability. For secondary transplantation assays, 3 × 10^6^ BM cells from mice repopulated with *p53*^+/+^, *p53*^+/*−*^, *p53*^*−*/*−*^, and *p53*^R248W/+^ HSCs were transplanted into lethally irradiated F1 mice.

For the competitive BM repopulation assays, we injected 5 × 10^5^ BM cells from *p53*^+/+^ and *p53*^R248W/+^ mice (CD45.2^+^) plus 5 × 10^5^ competitor BM cells (CD45.1^+^) into 9.5 Gy lethally irradiated F1 mice (CD45.1^+^CD45.2^+^). PB was obtained by tail vein bleeding every 4 weeks after transplantation, RBC lysed, and the PB mononuclear cells stained with anti-CD45.2 FITC and anti-CD45.1 PE, and analyzed by flow cytometry. Sixteen weeks following transplantation, BM cells from recipient mice were analyzed to evaluate donor chimerisms in BMs. For secondary transplantation, 3 × 10^6^ BM cells from mice reconstituted with *p53*^+/+^ or *p53*^R248W/+^ BM cells were injected into 9.5 Gy lethally irradiated F1 mice (CD45.1^+^CD45.2^+^).

### Limiting dilution assays

Different doses (10,000, 20,000, 40,000, 80,000) of BM cells from *p53*^+/+^ and *p53*^R248W/+^ mice (CD45.2^+^) together with 200,000 competitor cells (CD45.1^+^) were transplanted into lethally irradiated (9.5 Gy) F1 recipient mice (CD45.2^+^CD45.1^+^). The percentage of donor-derived (CD45.2^+^) cells were analyzed 16-weeks following transplantation as described above. HSC frequency was calculated using L-Calc software (StemCell Technologies Inc.) and ELDA software (bioinf.wehi.edu.au/software/elda/). Poisson statistics was used to calculate the *P* value.

### Homing assays

A total of 1 × 10^7^ *p53*^+/+^ and *p53*^R248W/+^ BM cells (CD45.2^+^) were injected into lethally irradiated recipient mice (CD45.1^+^). BM cells were harvested 18 h following injection and the frequency of donor-derived cells (CD45.2^+^) was evaluated by flow cytometry.

### Quantitative real-time PCR

Total RNA was extracted from cells using RNeasy Plus Micro Kit (Qiagen) and cDNA was prepared from total RNA using SuperScript IV First-Strand cDNA Synthesis Kit (Invitrogen Life Technologies) and oligo (dT) primers, following manufacturer’s instructions. qRT-PCR assay was performed by using the 7500 Real Time PCR machine (Applied Biosystems) with FastStart Universal SYBR Green Master (ROX) (Roche).

### ImageStream flow cytometry analysis

To quantify γ-H2Ax foci in HSPCs, lineage-depleted BM cells were first stained with antibodies against appropriate HSPC surface markers, then fixed and permeabilized using the Cytofix/Cytoperm Kit (BD Biosciences), as described by the manufacturer, and finally stained with an Alexa-488-conjugated anti-γ-H2Ax antibody (Cell Signaling Technology).

To quantify the intensity of H3K27me3 in HSPCs, lineage-depleted BM cells were first stained with antibodies against HSPC surface markers, then fixed and permeabilized using the Cytofix/Cytoperm Kit (BD Biosciences), as described by the manufacturer, and finally stained with an Alexa-488-conjugated anti-H3K27me3.

For quantitative image analysis of p53 and Ezh2 co-localization within the nucleus, fluorescent cell images (×40) were acquired using an ImageStream flow cytometry system (Amnis; Seattle, WA, http://www.amnis.com). Between 171 and 554 Lin^−^Sca1^+^cKit^+^CD150^+^ cell images were analyzed per sample using IDEAS software (Amnis; Seattle, WA, http://www.amnis.com). In focus cells were evaluated after gating on live, single, Lin^−^Sca1^+^cKit^+^CD150^+^ cells. Utilizing DAPI staining, we were able to create a nucleus mask and instruct the program to only look at the staining of p53 and Ezh2 within the DAPI/nucleus mask. Bright detail intensity of FITC‐p53, PE‐Ezh2, and DAPI staining was used to quantify mean and geo mean intensity and co-localization within the nucleus. A similarity feature determined the amount of overlay between p53 and Ezh2 within the DAPI mask. The higher the similarity score is, the more co-localized the staining within the nucleus.

### Co-IP

H1299 cells (p53 null) were co-transfected with FLAG-HA-EZH2 and WT or mutant p53, respectively, or transfected with FLAG-HA-EZH2 alone. Nuclear extract (NE) was prepared from these cells and incubated with a polyclonal p53 antibody (FL393, Santa Cruz) prior to addition of protein G beads. After overnight incubation, beads were then washed five times and eluted with glycine (0.1 M, pH 2.0), and then neutralized by adding Tris solution (1.5 M, pH 8.8). The eluates were mixed with SDS sample buffer and analyzed by SDS-PAGE, followed by immunoblotting^58^.

### Cellular fractionation

Briefly, *p53*^+/+^ and *p53*^R248W/+^ HSPCs were harvested and lysed in Buffer A (10 mM Tris-HCl, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT, 0.2 mM PMSF, 1 μg/ml pepstatin A, 1 μg/ml leupeptin, 1 μg/ml aprotinin). The cell lysate was then homogenized by a dounce homogenizer for 10 strokes and centrifuged at 4 °C and 15,000×*g* for 10 min. The supernatant was saved as the cytosolic fraction. The pellet was washed with Buffer A and then re-suspended with Buffer C (20 mM Tris-HCl, pH 7.9, 25% glycerol, 420 mM NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 0.5 mM DTT, 0.2 mM PMSF, 1 μg/ml pepstatin A, 1 μg/ml leupeptin, 1 μg/ml aprotinin) and dounced for 10 strokes. Suspension was rotated at 4 °C for 30 min and centrifuged at 4 °C and 7500×*g* for 5 min. The supernatant was saved as the nucleoplasmic fraction. The pellet was saved as the chromatin fraction and re-suspended with Buffer C. Cell fractions were mixed with SDS sample buffer and heated at 95 °C for 5 min^59^. Whole-cell extraction, nucleoplasmic, and chromatin extractions were sonicated for 15 s using a probe sonicator before loading to SDS-PAGE.

### RNA sequencing

Total RNA is extracted from LSKs using RNeasy MicroPlus Kit (Qiagen). Then the mRNA is enriched with the oligo(dT) magnetic beads (for eukaryotes), and is fragmented into short fragments (about 100 bp). With random hexamer-primer, the first strand of cDNA is synthesized, and then the second strand is synthesized. The double-strand cDNA is purified with magnetic beads. The ends of the double strand cDNA are repaired, and a single nucleotide A (adenine) is added to the 3′-ends. Finally, sequencing adaptors are ligated to the fragments. The ligation products are amplified with PCR. For quality control, RNA and library preparation integrity are verified using Agilent 2100 BioAnalyzer system and ABI StepOnePlus Real-Time PCR System. RNA sequencing library was then constructed and then sequenced with Hiseq 4000.

Gene Set Enrichment Analysis (GSEA) was performed on gene sets from the Molecular Signatures Database (MSigDB, https://www.broadinstitute.org/msigdb) and additional gene sets curated from publications. Gene sets with FDR *q*-value <0.05 were considered significantly enriched.

### ChIP sequencing

Lin^−^Kit^+^ cells were fixed with 1% formaldehyde for 15 min and quenched with 0.125 M glycine. Chromatin was isolated by the addition of lysis buffer, followed by disruption with a Dounce homogenizer. Lysates were sonicated and the DNA sheared to an average length of 300–500 bp. Genomic DNA (Input) was prepared by treating aliquots of chromatin with RNase, proteinase K and heat for de-crosslinking, followed by ethanol precipitation. Pellets were resuspended and the resulting DNA was quantified on a NanoDrop spectrophotometer. An aliquot of chromatin (10 µg, spiked-in with 200 ng of Drosophila chromatin) was precleared with protein A agarose beads (Invitrogen). Genomic DNA regions of interest were isolated using 4 µg of antibody against Histone H3K27me3 (clone: 39155, Active Motif). Antibody against H2Av (0.4 µg) was also present in the reaction to ensure efficient pull-down of the spike-in chromatin^60^. Complexes were washed, eluted from the beads with SDS buffer, and subjected to RNase and proteinase K treatment. Crosslinks were reversed by incubation overnight at 65 °C, and ChIP DNA was purified by phenol–chloroform extraction and ethanol precipitation.

Illumina sequencing libraries were prepared from the ChIP and Input DNAs by the standard consecutive enzymatic steps of end-polishing, dA-addition, and adaptor ligation. After a final PCR amplification step, the resulting DNA libraries were quantified and sequenced on Illumina’s NextSeq 500 (75 nt reads, single end). Reads were aligned consecutively to the mouse genome (mm10) and to the Drosophila genome (dm3) using the BWA algorithm (default settings). Duplicate reads were removed and only uniquely mapped reads (mapping quality > = 25) were used for further analysis. The number of mouse alignments used in the analysis was adjusted according to the number of Drosophila alignments that were counted in the samples that were compared. Mouse alignments were extended in silico at their 3′-ends to a length of 200 bp, which is the average genomic fragment length in the size-selected library, and assigned to 32-nt bins along the genome. The resulting histograms (genomic “signal maps”) were stored in bigWig files. H3K27me3 enriched regions were identified using the SICER algorithm with a MaxGap parameter setting of 600 bp. Signal maps and peak locations were used as input data to Active Motifs proprietary analysis program, which creates Excel tables containing detailed information on sample comparison, peak metrics, peak locations, and gene annotations.

### Statistical information

Statistical analysis was performed with GraphPad Prism 8 software (GraphPad software, Inc.). All data are presented as mean ± standard error of the mean (SEM). The sample size for each experiment and the replicate number of experiments are included in the figure legends. Statistical analyses were performed using Student’s *t* test where applicable for comparison between two groups, and a one-way ANOVA test or two-way ANOVA was used for experiments involving more than two groups. Statistical significance was defined as *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; ns, not significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Reporting Summary

## Data Availability

All RNA-seq and ChIP-seq data from this study were deposited in the Gene Expression Omnibus (GEO) with the accession number of GSE137126. The source data underlying all figures are provided as Source Data files. All other remaining data are available within the article and Supplemental Files, or available from the authors upon request.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

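RNA from LSKs of *p53*+/+, *p53* R248W/+, and *p53*-/- mice was sequenced, with 3 libraries for each genotype and 9 in all. The methods describe oligo(dT) selection, fragmentation, and random hexamer priming, and the sample labels name a SMART-Seq kit. The aligner, the counting program, and the genome build of the RNA-seq data are not named in the paper's text. The H3K27me3 ChIP-seq data and the qRT-PCR data were not analysed here.

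The counts deposited by the authors are whole-number read counts per gene without normalization, for 12647 genes. The lowest total of a gene over the 9 libraries is 37 counts, so the authors had left out genes with fewer counts. In the same table the authors deposited log2 fold changes between the genotypes. Fold changes here were computed again from the counts deposited by the authors. They differed from the log2 fold changes deposited by the authors by at most 0.0136 for *p53* R248W/+ against *p53*+/+, 0.0213 for *p53*-/- against *p53*+/+, and 0.0186 for *p53* R248W/+ against *p53*-/-. The p-values and false discovery rates deposited by the authors come from a test that the paper's text does not name. At a threshold of 0.05, the test used here and the authors' deposited p-values after adjustment shared 1, 423, and 404 genes in these comparisons, out of 1, 442, and 434 genes here and 1, 840, and 655 in the authors' table. The deposited gene lengths were made by the authors from an annotation that is not named. Of the genes, 244 have no NCBI gene number, 19 have a symbol that reads as a date, and 2 share a symbol. With GENCODE M21, 11950 genes were placed on GRCm38 by NCBI gene number and 386 by symbol, which is 97.5% of them, and 311 were not placed.

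Total counts ranged from 18021375 to 29750702 per library, with a median of 20116602. The gene with the largest count held from 0.346% to 1.19% of a library, and no count was on mitochondrial genes. Values per gene are CPM with TMM factors, and their SD covers differences between libraries as well as counting error.

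Differences between genotypes were tested with edgeR 4.0.16 in R 4.3.3, with filterByExpr by genotype, TMM factors, 1 quasi-likelihood fit to all 9 libraries, and Benjamini-Hochberg adjustment over the 12625 genes tested. Gene sets were tested by preranked enrichment with fgsea 1.28.0, with weight 1 and a fixed seed, on the signed square root of edgeR's F, with adjustment over 18 sets in each comparison. The sets were 12 lists compiled by hand and 6 Reactome sets, among them Immune System, Cytokine Signaling in Immune system, Interferon Signaling, Hemostasis, and Cell Cycle, Mitotic. The lists held HSC markers, AML-associated genes, Polycomb-target families, p53 targets, cell cycle genes, interferon-stimulated genes, the genes named in the paper, and markers of megakaryocyte, erythroid, granulocyte and monocyte, B lymphoid, and T and NK lymphoid cells. The 5 sex-linked genes *Xist*, *Ddx3y*, *Kdm5d*, *Eif2s3y*, and *Uty* were read in each library, and a list of 13 multipotent progenitor genes was added later for a single test. In a screen, 652 Reactome sets of 15 to 500 genes were tested for *p53* R248W/+ against *p53*+/+, and the 3 sets with the smallest p-value in each direction are named.

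The thresholds, lists, named genes, and alternatives were set before the data were examined, except where they are said to be chosen after. Named genes were the 17 genes with an expression or chromatin statement in the paper, the sex-linked genes, and up to 5 genes per direction. These had the largest and the smallest log2 fold changes among genes with an adjusted p-value below 0.05, an average log2 CPM of at least 1, and no overlap between the genotypes. The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), edgeR with DESeq2's size factors or upper-quartile factors, no filter, a strict filter of at least 10 counts in every library, the replicate number as a block, a fit to the 6 libraries of the 2 genotypes compared, other thresholds, and leaving out each library in turn. For gene sets they were also ranking on the log2 fold change, camera with a preset correlation of 0.01 or an estimated correlation, fry, and only the members above the median expression. The covariate for Y-linked genes, the removal of the trend on gene length and GC content by a loess fit with a span of 0.5, and thresholds without a test were chosen after seeing the data. Other splits of the 6 libraries of 2 genotypes into 3 against 3 were each fitted in the same way. Tables and figures were made with Python 3.11.15.

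The tests were checked on simulated counts with the spread estimated from the 9 libraries. Of 200 genes above the median expression that were changed by 1 to 1.5 on the log2 scale among 12605 genes, edgeR recovered 168 with 11 false calls, DESeq2 181 with 32, limma-voom 165 with 9, and edgeR with the replicate block 165 with 16. With no gene changed, edgeR made 0 calls. With 1 set shifted, fgsea and camera each found it and called 0 of 20 sets that were not shifted. The genes were drawn independently and the sets that were not shifted were random. So this check does not cover correlation between the genes of a set, which fgsea's permutation of genes ignores.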

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

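The tests of genes near *Trp53*, of the sex of the mice in a split of the libraries, and of both sexes in one library were chosen only after the result was seen.

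AA465934, a transcript the paper does not discuss, was higher in *p53* R248W/+ than in *p53*+/+ LSKs by 6.06 on the log2 scale, in 3 of 3 libraries. Its log2 fold change stayed between 5.61 and 6.68 under the alternatives that tested it. It had 3, 6, and 9 counts in *p53*-/- LSKs, and its log2 fold change was 6.93 in *p53* R248W/+ against *p53*-/- (adjusted p = 0.000125 from edgeR, 3 of 3 libraries above) and −0.87 in *p53*-/- against *p53*+/+ (adjusted p = 0.379). Library size does not account for a difference of this size, since the medians of the genotypes were 21089229 and 19598381 counts. Of the 10 splits of the 6 libraries into 3 against 3, fitted without the other 3 libraries, 2 gave at least as many genes, the split by genotype included, and 10 splits cannot give a share below 0.1. The other split is that of *p53*+/+ replicates 1 and 3 with *p53* R248W/+ replicate 1, taken up with the sex-linked genes. Strain variation carried along with the targeted allele is a candidate explanation, although the paper describes the mice as backcrossed to one background. Within 20 Mb of *Trp53*, with both genes left out, 9 of 457 genes (1.97%) had an unadjusted p-value below 0.05, against 110 of 11855 genes elsewhere (0.928%; 2-sided Fisher's exact test, p = 0.0438, adjusted over 3 such tests p = 0.131). With so few genes and an adjusted p-value above 0.05, strain variation and an effect of the mutant allele cannot be told apart. *Dhx40*, chosen after its values were seen, lies on the same chromosome from 86768846 to 86807746 and was higher by 1.75 on the log2 scale (standard error 0.24, adjusted p = 0.0717 from edgeR, 34.8 ± 4.80 against 10.3 ± 2.35 CPM, SD, n = 3). It passed the threshold under 2 of 15 alternatives. With 1 library left out its log2 fold change was 1.59 to 1.92, with adjusted p-values of 0.134 to 0.472 from edgeR. Reads shared with other loci were not tested.

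In *p53*-/- against *p53*+/+ LSKs, a comparison for which the paper reports only the EZH2 target signature, 442 genes had an adjusted p-value below 0.05, with 158 higher and 284 lower, and 2950 an unadjusted p-value below 0.05. The genes with the largest log2 fold changes were *Slc16a12* (3.08), *Foxa3* (2.87), *Upp1* (2.45), *Sult1a1* (2.37), and *Trib2* (2.23). Those with the smallest were 2610507I01Rik (−7.01), *Hspa1a* (−5.70), *Nlrp1a* (−4.81), *Fos* (−3.27), and *Bzrap1* (−3.15). With 1 library left out, *Hspa1a* ranged from −6.26 to −4.39 and *Nlrp1a* from −5.36 to −3.86. The *p53*+/+ libraries differed widely in *Nlrp1a*, at 0.504, 8.82, and 17.6 CPM in replicates 1, 2, and 3. The first is close to the *p53*-/- libraries, at 0.381, 0.226, and 0.344 CPM. Only 2610507I01Rik, *Trib2*, and *Bzrap1* stayed past the threshold without each library (adjusted p up to 0.000207, 0.0347, and 0.0427 from edgeR). Complete separation of the libraries of the 2 genotypes was part of the rule by which all these genes were named, and 3965 of the genes tested have it (31.4%, where chance gives 10%). In fits to the 6 libraries alone, the split by genotype gave 894 genes and the 9 other splits 0 genes, with 115 to 1006 at an unadjusted p-value below 0.05, so 1 of 10 gave as many, the smallest share these libraries allow. Scaling moved the median of all genes by less than 0.01 on the log2 scale, and the median library totals were 20116602 and 19598381. The 10 largest genes held 2.94% to 4.56% of each library. With the Y-linked level as a covariate there were 492 genes, 382 of them among the 442. 2610507I01Rik (59199836 to 59202385) and *Nlrp1a* (71092236 to 71144704) lie on chromosome 11 with *Trp53*. Genes within 20 Mb of *Trp53* were past an unadjusted p-value of 0.05 about as often as genes elsewhere (109 of 457, 23.9%, against 23.4%; 2-sided Fisher's exact test, p = 0.822). The same held for genes past the threshold with at least a 2-fold change (9 of 457, 1.97%, against 2.44%; 2-sided Fisher's exact test, p = 0.642). These values argue against strain variation around *Trp53* as the source of the 442 genes as a whole, and single genes there were not tested. The number of genes depended on the libraries, with 499 genes without *p53*+/+ replicate 1 and 37 to 103 without any other library. The methods give a backcross for the *p53*+/+ and *p53* R248W/+ mice and none for the *p53*-/- mice, and the labels name no batch. Mouse line and preparation therefore cannot be separated from genotype here, and the tests near *Trp53* do not cover variation elsewhere. Loss of p53 stays open, as the difference that the design names.

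Among the gene sets in *p53*-/- against *p53*+/+ LSKs, the cell cycle list was lower, with a normalized enrichment score of −2.87 (adjusted p = 4.38e-15, fgsea on edgeR statistics, 49 of 50 genes lower, 3 of 3 libraries below). The Reactome set Cell Cycle, Mitotic had a score of −2.51 (adjusted p = 9.20e-24, 271 of 385 genes lower, 3 of 3 libraries). The HSC list was higher, with a score of 2.35 (adjusted p = 1.04e-06, 45 of 58 genes higher, 3 of 3 libraries). The granulocyte and monocyte list was lower, with a score of −2.19 (adjusted p = 2.23e-05, 28 of 29 genes lower, 3 of 3 libraries), as was the B lymphoid list, with a score of −1.83 (adjusted p = 0.0138, 16 of 18 genes lower, 2 of 3 libraries). With camera's preset correlation all 5 stayed past the threshold. With fry none did, with adjusted p-values from 0.0502 to 0.300, nor with an estimated correlation, with 0.322 to 0.620. At an unadjusted p-value below 0.05 there were 7 of the 18 sets with fry and 0 with the estimated correlation. The B lymphoid list was past the threshold under the other alternatives except without *p53*+/+ replicate 1 (adjusted p = 0.0502, in a range of 0.000345 to 0.322). For the cell cycle list, removing the trend on gene length and GC content (adjusted p = 8.41e-16) and the Y-linked level as a covariate (adjusted p = 7.29e-15) left it lower, which argues against these as the whole cause. The paper, by Ki67 and DAPI staining, reports decreased quiescence of *p53*-/- LSKs and LT-HSCs, which goes against lower cell cycle genes. That is a measure by flow cytometry, not of RNA, and the difference was not resolved here. A larger share of HSCs among the sorted LSKs is a candidate explanation. The paper also reports more LSKs and more LT-HSCs in *p53*-/- marrow, but its text gives no share of LT-HSCs in the RNA-seq libraries. A list of 13 multipotent progenitor genes, 5 of them also in another list, was lower, with a score of −1.71 (p = 0.0136 from a permutation of genes by fgsea, 10 genes lower). A change of expression within each cell was not tested, so the sorted population and the state of the cells stay open, and cells of other types in the *p53*+/+ libraries were not tested.

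The effects of the 2 genotypes differed when compared directly. In *p53* R248W/+ against *p53*-/- LSKs, 434 genes had an adjusted p-value below 0.05, with 295 higher and 139 lower. In fits to the 6 libraries alone, the split by genotype gave 208 genes and the 9 other splits 0 genes, with 60 to 2178 at an unadjusted p-value below 0.05, so 1 of the 10 splits gave as many. The count was 1559 without *p53* R248W/+ replicate 1, and 77 to 164 without any other library. With the Y-linked level as a covariate it was 170, of which 120 are among the 434, so the sex of the mice may contribute to part of the genes. Mouse line and preparation cannot be separated from genotype in this comparison either. The cell cycle list had a score of 2.69 (adjusted p = 2.47e-12, fgsea on edgeR statistics, 48 of 50 genes higher) and Cell Cycle, Mitotic 2.52 (adjusted p = 6.45e-25, 279 of 385 higher). The B lymphoid list had a score of 2.02 (adjusted p = 0.000554, 16 of 18 higher) and the granulocyte and monocyte list 2.33 (adjusted p = 1.16e-06, 28 of 29 higher). The HSC list was lower, with a score of −2.32 (adjusted p = 1.08e-06, 46 of 58 lower). In each of the 5 sets all 3 *p53* R248W/+ libraries lay on one side of all *p53*-/- libraries. With fry, the cell cycle list, Cell Cycle, Mitotic, and the B lymphoid list stayed past the threshold (adjusted p = 0.0290 each), and the granulocyte and monocyte list (adjusted p = 0.245) and the HSC list (adjusted p = 0.0786) did not. With camera's estimated correlation none of the 5 did (adjusted p = 0.465 for the granulocyte and monocyte list and 0.283 for each of the others), and of the 18 sets 1 had an unadjusted p-value below 0.05. The multipotent progenitor list had a score of 1.85 (p = 0.00164 from a permutation of genes by fgsea), and 1.49 in *p53* R248W/+ against *p53*+/+ (p = 0.0704).

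In *p53* R248W/+ against *p53*+/+ LSKs, 3 of the 18 sets were past the threshold, and the paper does not report a test of these 3. The megakaryocyte list (20 genes, 2 of them also in another list) had a normalized enrichment score of −2.06 (adjusted p = 0.00213, fgsea on edgeR statistics, 11 of 19 genes lower, 3 of 3 libraries below). Adjusted over the list alone, 1 of its genes was past the threshold. The p53 target list had a score of −1.91 (adjusted p = 0.00213, 32 of 50 genes lower, 3 of 3 libraries below) and Hemostasis of −1.51. Under fry none of the 3 passed (adjusted p = 0.770, 0.998, and 0.998). With camera's preset correlation the megakaryocyte list (adjusted p = 0.00612) and the p53 target list (adjusted p = 0.0474) did and Hemostasis did not (adjusted p = 0.155). With an estimated correlation none did (adjusted p = 0.145, 0.580, and 0.981). For the megakaryocyte list, removing the trend on gene length and GC content (adjusted p = 0.00132) argues against that trend as the whole cause. With the Y-linked level as a covariate it was just above the threshold (adjusted p = 0.0500, in a range of 0.00132 to 0.770), so a part played by the sex of the mice stays open. Megakaryocytes or platelets mixed into *p53*+/+ libraries and an effect of the genotype cannot be told apart. The list stayed lower without each *p53*+/+ library (adjusted p up to 0.00539), but *Ppbp*, *Clec1b*, and *Tubb1*, named after their values were seen, were highest in *p53*+/+ replicate 3, at 20.2, 2.34, and 6.92 CPM. *Clec1b* was also at 2.34 CPM in *p53*-/- replicate 1, so it does not single out the *p53*+/+ library. *Pf4*, also named after, was highest in *p53*-/- replicate 2, at 38.4 CPM. With the trend on gene length and GC content removed, Hemostasis was not past the threshold (adjusted p = 0.0849, in a range of 2.69e-06 to 0.998), so for it that trend stays open, and the p53 target list was (adjusted p = 0.00212). Hemostasis was also not past it without *p53* R248W/+ replicate 1 (adjusted p = 0.576) or 3 (adjusted p = 0.0514) or with only the members above the median expression (adjusted p = 0.540), and was higher without *p53*+/+ replicate 2 (adjusted p = 0.818). The p53 target list was higher with only the members above the median expression (adjusted p = 0.855), and lower but not past the threshold without *p53* R248W/+ replicate 2 (adjusted p = 0.0793), without *p53* R248W/+ replicate 3 (adjusted p = 0.0635), and with the Y-linked level as a covariate (adjusted p = 0.252).

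In the screen of Reactome sets for *p53* R248W/+ against *p53*+/+ LSKs, 84 of 652 sets were past the threshold, with 55 higher and 29 lower. The higher sets with the smallest p-values were Eukaryotic Translation Elongation (score 2.90, adjusted p = 9.52e-14, fgsea on edgeR statistics, 79 of 81 genes higher), Eukaryotic Translation Termination (2.90, 77 of 78 higher), and SRP-dependent cotranslational protein targeting to membrane (2.78, 91 of 99 higher). No gene of these 3 sets had an unadjusted p-value below 0.05, and for each the mean was above all *p53*+/+ libraries in 1 of 3 *p53* R248W/+ libraries. The lower sets were Extracellular matrix organization (−2.15, adjusted p = 7.92e-06), Degradation of the extracellular matrix (−2.24, adjusted p = 9.59e-05), and ECM proteoglycans (−2.18, adjusted p = 0.000451), with 4, 3, and 2 genes at an unadjusted p-value below 0.05. With the trend on gene length and GC content removed, Extracellular matrix organization stayed past the threshold (adjusted p = 0.0285) and the other 2 did not (adjusted p = 0.112 and 0.0696), so for these 2 the trend stays open. Without *p53*+/+ replicate 2 none of the 3 passed (adjusted p up to 0.453), nor did ECM proteoglycans without *p53* R248W/+ replicate 1 (adjusted p = 0.0813). The set of peptide chain elongation was picked after the screen as an example of the translation sets. Removing the trend on gene length and GC content left it higher (adjusted p = 0.00117), which argues against that trend as the whole cause. Without *p53* R248W/+ replicate 1 its score was −2.08, and without *p53*+/+ replicate 2 it was 0.92 (adjusted p = 1.00), which is consistent with a pattern that rests on single libraries. The mean log2 expression of the set was 0.65 above the *p53*+/+ mean in *p53* R248W/+ replicate 1, and −0.41 in *p53*+/+ replicate 2. The number of sets was 82 without *p53*+/+ replicate 1, 10 without *p53*+/+ replicate 2, and 163 to 282 without any other library. Without *p53* R248W/+ replicate 1 the balance of directions reversed, with 36 sets higher and 147 lower, and 17 of the 84 were shared. Without *p53*+/+ replicate 1, 41 were higher and 41 lower, and without each of the other libraries more sets were higher than lower.

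The Y-linked genes *Ddx3y*, *Kdm5d*, *Eif2s3y*, and *Uty* together reached 184 CPM in *p53* R248W/+ replicate 3, the highest library, and the paper does not report the sex of the mice used for RNA-seq. They were at 110 CPM in *p53*+/+ replicate 2 and 69.8 CPM in *p53* R248W/+ replicate 2, and between 0 and 0.216 CPM in the other 6 libraries. *Xist* was at 65.0 CPM in *p53*+/+ replicate 2, 149 CPM in *p53* R248W/+ replicate 2, 6.26 CPM in *p53* R248W/+ replicate 3, and 116 to 283 CPM in the other 6. So 2 libraries, *p53*+/+ replicate 2 and *p53* R248W/+ replicate 2, had both above 10% of the highest library, which is consistent with mice of both sexes in one library. RNA passed between libraries was not tested. The split that set *p53*+/+ replicates 1 and 3 and *p53* R248W/+ replicate 1 against the other 3 libraries gave 4 genes with an adjusted p-value below 0.05, each on the Y chromosome, so this split follows the sex of the mice. In that split 2387 genes had an unadjusted p-value below 0.05, against 150 in the split by genotype. With the Y-linked level as a covariate, *p53* R248W/+ against *p53*+/+ again gave 1 gene, AA465934.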

How the results depend on the processing

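The Y-linked covariate, the removal of the trend on length and GC content, the thresholds without a test, and the alternatives for the Reactome screen and for gene sets in *p53* R248W/+ against *p53*-/- LSKs were chosen after seeing the data.

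The counts of genes moved with the test and the threshold. In *p53* R248W/+ against *p53*+/+ LSKs the 1 gene stayed 1 with limma-voom, the other normalizations, no filter, an added 2-fold minimum, the fit to 6 libraries, the Y-linked covariate, and each library left out. The strict filter gave 0 genes by construction, since it removed AA465934, and the other alternatives raised the count. DESeq2 gave 6, the replicate block 2, an adjusted p-value below 0.1 gave 2, an unadjusted p-value below 0.05 with at least a 1.5-fold change 96, and, chosen after seeing the data, an unadjusted p-value below 0.05 gave 121, at least a 2-fold change 248, and at least a 1.5-fold change 771. Against 442 genes in *p53*-/- against *p53*+/+ LSKs, the same settings gave 1552 (DESeq2), 882 (block), 1309, 2172, 2950, 1206, and 3280 genes, the fit to 6 libraries gave 894, and leaving out 1 library from 37 to 499. Against 434 genes in *p53* R248W/+ against *p53*-/- LSKs, they gave 1325, 672, 1069, 1975, 2657, 1192, and 3054 genes, the fit to 6 libraries 208, the Y-linked covariate 170, and leaving out 1 library from 77 to 1559. Looser thresholds give more genes by construction, and for the other settings the cause was not tested. In simulated counts DESeq2 made 213 calls against edgeR's 179.

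The replicate numbers were not taken to pair the libraries, since the labels name no shared litter or batch and only some libraries of the same number deviated together. The deviations from the genotype mean correlated by 0.361, 0.543, and 0.0388 across genes between *p53*+/+ and *p53* R248W/+ libraries of the same number and by at most 0.00934 between those of different numbers, so a shared source for replicates 1 and for replicates 2 of these genotypes stays open. They correlated by 0.00567, −0.0946, and −0.0263 between *p53*+/+ and *p53*-/- and by 0.0678, −0.108, and 0.132 between *p53* R248W/+ and *p53*-/-. In log2 CPM, *p53*+/+ replicate 2 and *p53* R248W/+ replicate 2 correlated by 0.986, above the highest pair of the same genotype (0.973). The titles of replicates 1 and of replicates 2 carry matching numbers in *p53*+/+ and *p53* R248W/+. The replicate block also covered the *p53*-/- libraries, and a block fit without them was not run. The alternatives with pseudocounts were not run, since they apply only to normalized values.

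Of the genes named in the paper, 0 of 17 were past the threshold in *p53* R248W/+ against *p53*+/+ LSKs in every fit, with 0 at an unadjusted p-value below 0.05 in the fit to all libraries. In *p53*-/- against *p53*+/+ LSKs 3 were, with 5 under DESeq2 and 1 to 4 with 1 library left out (4 without *p53*+/+ replicate 1 and 1 without each of the others). Over 52 log2 fold changes of single genes, 25 kept their direction and side of the threshold under all their alternatives. Of 773 values under alternatives, 678 did so, 41 were weaker, 17 stronger, and 37 reversed. The reversed values in *p53* R248W/+ against *p53*+/+ LSKs were these. With limma-voom, *Trp53* was 0.12 and *Flt3* −0.0155. With the replicate block, *Trp53* was 0.0587, *Ezh1* −0.0119, and *Flt3* −0.0149. With the Y-linked covariate, *Trp53* was 0.00228, *Kmt2a* −0.20, *Kat6a* −0.22, *Ezh1* −0.19, *Eed* 0.0152, *Cebpa* −0.0597, *Kdm6b* 0.00627, and *Flt3* −0.15. With 1 library left out, the ranges that crossed 0 were −0.33 to 0.48 for *Trp53*, −0.0852 to 0.58 for *Kmt2a*, −0.73 to 0.0475 for *Kmt2b*, −0.35 to 0.31 for *Kmt2d*, −0.0865 to 0.40 for *Kat6a*, −0.18 to 0.25 for *Ezh1*, −0.13 to 0.0292 for *Eed*, −0.14 to 0.24 for *Cebpa*, −0.34 to 0.15 for *Kdm6b*, and −0.19 to 0.19 for *Flt3*. For *p53*-/- against *p53*+/+ they were −0.22 to 0.23 for *Kmt2d*, which was 0.29 with the covariate, and −0.0242 to 0.40 for *Ezh1*. The cause was not tested.

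Of the gene sets, 3 were past the threshold in *p53* R248W/+ against *p53*+/+ LSKs, 6 when ranked on the log2 fold change, 0 with camera's estimated correlation, 0 with fry, 0 with only members above the median (1, 1, and 0 at an unadjusted p-value below 0.05), and 3 to 10 with 1 library left out (7, 8, and 10 without *p53*+/+ replicates 2, 1, and 3). In *p53*-/- against *p53*+/+ LSKs 5 were, 8 when ranked on the log2 fold change, 0 with camera's estimated correlation, 0 with fry (0 and 7 at an unadjusted p-value below 0.05), and 5 to 9 with 1 library left out. For *p53* R248W/+ against *p53*+/+, adjusted p-values of sets that changed direction or side with 1 library left out ranged from 0.000480 to 0.808 for the HSC list, 0.0152 to 0.955 for the AML list, 0.0635 to 0.892 for the Polycomb-target families, 7.67e-12 to 0.342 for granulocytes and monocytes, 0.000410 to 0.686 for interferon-stimulated genes, 0.00108 to 0.978 for Immune System, 8.65e-05 to 0.978 for Cytokine Signaling, 0.0142 to 0.998 for Interferon Signaling, 4.31e-06 to 0.818 for Hemostasis, 1.06e-08 to 1.00 for Cell Cycle, Mitotic, 0.00999 to 1.00 for the cell cycle list, 0.00463 to 0.885 for the erythroid list, 0.0109 to 0.570 for B cells, 0.000452 to 0.0793 for p53 targets (weaker without *p53* R248W/+ replicates 2 and 3), 0.342 to 0.978 for the genes named in the paper, and 0.137 to 0.740 for T and NK cells. The reversed sets under other settings were these. Ranked on the log2 fold change, granulocytes and monocytes were lower (adjusted p = 0.00145), the HSC list was higher, and interferon-stimulated genes and Immune System were lower (adjusted p = 0.768 each). With the trend on length and GC content removed, the HSC list and the Polycomb-target families were higher and granulocytes and monocytes, interferon-stimulated genes, and T and NK cells lower (adjusted p = 0.764 each), and Cell Cycle, Mitotic lower (adjusted p = 1.00). With the replicate block, the HSC list was higher and Immune System lower (adjusted p = 0.932 each), and Cell Cycle, Mitotic lower (adjusted p = 0.990). With only members above the median, the HSC list (adjusted p = 0.985), the p53 targets, and the genes named in the paper (adjusted p = 0.855 each) were higher. With the fit to 6 libraries, Immune System and interferon-stimulated genes were lower and the Polycomb-target families higher (adjusted p = 0.998 each). With the strict filter, the Polycomb-target families were higher (adjusted p = 0.935), and with fry the HSC list was higher (adjusted p = 0.998). Immune System was lower with camera's preset (adjusted p = 0.923) and estimated correlation (adjusted p = 0.981) and with DESeq2's size factors (adjusted p = 1.00). With the Y-linked covariate, Immune System (adjusted p = 0.316), Interferon Signaling (adjusted p = 0.969), and interferon-stimulated genes (adjusted p = 0.950) were lower, and the AML list passed the threshold as lower (adjusted p = 0.0114). The Polycomb-target families in *p53*-/- against *p53*+/+ LSKs passed as higher when ranked on the log2 fold change (adjusted p = 0.0216), and the p53 targets were higher with only members above the median (adjusted p = 0.755). The HSC list in *p53* R248W/+ against *p53*-/- LSKs was lower but not past the threshold with camera's estimated correlation (adjusted p = 0.283) and with fry (adjusted p = 0.0786). The cause was not tested. Over 24 sets at no claim, of 402 values under alternatives 311 were the same, 33 weaker, 25 stronger, 31 reversed, and 2 moved.

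Of the Reactome sets, 84 were past the threshold in *p53* R248W/+ against *p53*+/+ LSKs. The count was 9 with the trend on length and GC content removed (8 shared), 259 with the Y-linked covariate (71 shared), 54 with camera (54 shared), and 10 to 282 with 1 library left out. The correlation of fold changes between the 2 genotypes was 0.312, and 0.321 with the strict filter, 0.247 by Pearson's measure, and 0.246 to 0.529 with 1 *p53*+/+ library left out. The cause was not tested. With 3 libraries per genotype, no split of the libraries can give a share below 0.1.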

Differences from the paper's values

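The paper states that a large number of genes, given in words, are upregulated or downregulated in p53 mutant HSPCs. Here 1 gene had an adjusted p-value below 0.05 in *p53* R248W/+ against *p53*+/+ LSKs, and 121 genes an unadjusted p-value below 0.05, a threshold chosen after seeing the values. At least a 2-fold change without a test, chosen after seeing the values, gave 248 genes, and at least a 1.5-fold change without a test, also chosen after seeing the values, gave 771. Of the alternatives set before the data were examined, the one that gave most was an unadjusted p-value below 0.05 with at least a 1.5-fold change, with 96 genes. In the authors' deposited table, the paper's own, 260 genes have at least a 2-fold change, 788 at least a 1.5-fold change, and 106 a p-value below 0.05.

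The paper states that HSC and AML signatures are enriched in p53 mutant HSPCs. The lists tested here are other lists, and they had normalized enrichment scores of −0.91 and −1.26 (adjusted p = 0.930 and 0.455, fgsea on edgeR statistics). Of the alternatives, leaving out *p53*+/+ replicate 1 gave a higher HSC list (adjusted p = 0.00539, in a range of 0.000480 to 0.998), and none gave a higher AML list past the threshold.

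The paper states that sets on immune response and cytokine response are enriched in p53 mutant HSPCs. The Reactome sets tested here are other sets. Immune System, Cytokine Signaling in Immune system, and Interferon Signaling were not past the threshold (adjusted p = 1.00, 0.930, and 0.792, fgsea on edgeR statistics). Without *p53*+/+ replicate 2, Immune System (adjusted p = 0.0213, in a range of 0.00108 to 1.00) and Interferon Signaling (adjusted p = 0.0142, in a range of 0.0142 to 1.00) were higher, and no alternative gave a higher Cytokine Signaling set past the threshold.

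The paper states that genes marked only by H3K27me3 and EZH2 targets are lower in p53 mutant HSPCs. The list of Polycomb-target families tested here is another list, with a normalized enrichment score of −0.88 (adjusted p = 0.930, fgsea on edgeR statistics), and none of the alternatives gave an adjusted p-value below 0.0635. Members with too few counts to be among the deposited genes were not in the list, so its result does not cover them.

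The paper states that *Cebpα* and *Gadd45g* are lower in p53 mutant HSCs, as measured by qRT-PCR in LT-HSCs. In the LSKs here, another population, *Cebpa* had a log2 fold change of 0.07 and *Gadd45g* of −0.53 in *p53* R248W/+ against *p53*+/+, and no alternative gave either an adjusted p-value below 0.05.

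The paper states that mutant p53 does not alter the expression of p53 target genes in HSCs, as measured by qRT-PCR. In the LSKs here, another population, a list of p53 target genes was lower in *p53* R248W/+ than in *p53*+/+, with a normalized enrichment score of −1.91 (adjusted p = 0.00213, fgsea on edgeR statistics, in a range of 0.000452 to 0.998), and it was not past the threshold with fry (adjusted p = 0.998), with an estimated correlation (adjusted p = 0.580), with only members above the median (adjusted p = 0.855), with the Y-linked level as a covariate (adjusted p = 0.252), or without *p53* R248W/+ replicate 2 (adjusted p = 0.0793) or 3 (adjusted p = 0.0635). *Cdkn1a* and *Ndn* alone had log2 fold changes of −0.30 and 0.20.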

Other observations

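The test of a mislabelled sample was chosen only after the result was seen.

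The genes named in the paper were read in the LSKs of the 3 genotypes. Of the 17 genes in *p53* R248W/+ against *p53*+/+, 0 had an adjusted p-value below 0.05 in edgeR's test, 0 when adjusted over the list alone, and 0 an unadjusted p-value below 0.05. *Cebpa* was expressed at 29.4 ± 7.07 CPM (SD, n = 3) in *p53* R248W/+ and 27.9 ± 5.51 CPM in *p53*+/+ LSKs, a log2 fold change of 0.07. *Gadd45g* was expressed at 3.48 ± 1.16 and 5.05 ± 1.39 CPM, a log2 fold change of −0.53, and −0.76 to −0.29 under the alternatives. *Cdkn1a* (*p21*) was at 41.8 ± 8.97 CPM in *p53* R248W/+ LSKs, with a log2 fold change of −0.30, and *Ndn* (*Necdin*) at 15.2 ± 2.48 against 13.2 ± 2.63 CPM, with 0.20. *Kmt2a* (*MLL1*) had a log2 fold change of 0.25, *Kat6a* (*MOZ*) of 0.10, and *Kmt2b* and *Kmt2d*, which have both been called *MLL2*, of −0.40 and −0.04. The core PRC2 genes *Ezh2*, *Eed*, and *Suz12* had log2 fold changes of 0.14, −0.05, and 0.14, and *Ezh1* of 0.01. *Kdm6a*, *Kdm6b*, *Ppm1d*, and *Flt3* had −0.17, −0.14, 0.13, and 0.01.

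Of the same genes in *p53*-/- against *p53*+/+, 3 had an adjusted p-value below 0.05 in edgeR's test, and 5 when adjusted over the list alone. *Ezh2* was lower (log2 fold change −0.74, adjusted p = 0.0377 from edgeR, 68.3 ± 8.00 against 114 ± 17.9 CPM, SD, n = 3), with an adjusted p-value of 0.0357 to 0.157 with 1 library left out. *Gadd45g* was lower (−2.03, adjusted p = 0.0483 from edgeR, 1.23 ± 0.610 CPM), with an adjusted p-value of 0.0821 to 0.158 with 1 library left out. *Ndn* was higher (1.05, adjusted p = 0.0506 from edgeR, 27.5 ± 8.34 CPM), just above the threshold. *Suz12*, *Cebpa*, and *Kat6a* had log2 fold changes of −0.46, 0.49, and −0.74 (adjusted p = 0.145, 0.270, and 0.203 from edgeR). Between *p53* R248W/+ and *p53*-/- LSKs, *Ezh2* (0.89, adjusted p = 0.0224) and *Cdkn1a* (1.76, adjusted p = 0.0126) were higher in edgeR's test, with 3 of 3 libraries above. With 1 library left out, the adjusted p-values ranged from 0.0110 to 0.0894 for *Ezh2* and from 0.0100 to 0.0592 for *Cdkn1a*. Their log2 fold changes stayed between 0.81 and 0.95 for *Ezh2* and between 1.54 and 2.10 for *Cdkn1a*. So the side of the threshold, but not the direction, depended on the libraries included.

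*Trp53* in the *p53*-/- libraries was not below that of every *p53*+/+ library. Since *Cdkn1a* was lower in all 3 *p53*-/- libraries than in each of the 6 other libraries, a mislabelled sample among these 3 libraries is argued against. What transcript remains from the *p53*-/- allele was not tested. The 3 *p53*+/+ libraries ranged by a ratio of 3.02 in *Trp53*. Of the 500 genes nearest in mean expression, 4 had as large a ratio, or 0.8%, which argues against the usual spread of a gene at this expression. *Nlrp1a*, on the same chromosome and compared after its values were seen, rose in the same order over these libraries (0.504, 8.82, and 17.6 CPM). 2610507I01Rik, also on that chromosome, did not (24.3, 31.8, and 29.1 CPM). No biological explanation was tested, and the mix of alleles in the *p53*+/+ mice, which the paper describes as carrying a humanized allele, stays open.

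The other lists in *p53* R248W/+ against *p53*+/+ LSKs were not past the threshold in the fit to all libraries, though some of them were with 1 library left out or under another setting. The cell cycle list had a normalized enrichment score of −0.92 (adjusted p = 0.930, fgsea on edgeR statistics), with 26 of 50 genes higher, and passed as lower without *p53*+/+ replicate 1 (adjusted p = 0.00999, in a range of 0.00999 to 1.00). Cell Cycle, Mitotic had a score of 0.79 (adjusted p = 1.00), and was lower without *p53*+/+ replicate 1 (adjusted p = 0.0100) and higher without *p53*+/+ replicate 3 (adjusted p = 1.06e-08, in a range of 1.06e-08 to 1.00). Cell Cycle, Mitotic also passed as higher under an alternative that left out no single library (adjusted p = 0.0228). The B lymphoid list (24 genes, 2 in another list) had a score of 1.69 (adjusted p = 0.0528, 11 of 18 genes higher, 2 of 3 libraries above), and 8 of 16 alternatives put it past the threshold as higher, in a range of 0.00550 with the replicate block to 0.998 with fry. The erythroid list had a score of −1.68 (adjusted p = 0.0705, 11 of 17 genes lower), and 4 of 16 alternatives put it past the threshold as lower, in a range of 0.00463 without *p53* R248W/+ replicate 2 to 0.998 with fry. It was higher without *p53*+/+ replicate 2 (adjusted p = 0.885). The granulocyte and monocyte list had a score of 1.08 (adjusted p = 0.792), and its direction changed with the library left out, higher without *p53*+/+ replicate 2 (adjusted p = 7.67e-12) and lower without *p53* R248W/+ replicate 2 (adjusted p = 5.50e-09), in a range of 7.67e-12 to 0.998. The interferon-stimulated list had a score of 0.68 (adjusted p = 1.00), and was lower without *p53*+/+ replicate 3 (adjusted p = 0.000410, in a range of 0.000410 to 1.00) and higher without *p53*+/+ replicate 2 (adjusted p = 0.0436) and without *p53* R248W/+ replicate 3 (adjusted p = 0.0462). Other scores were those of the genes named in the paper −0.86 (adjusted p = 0.930), and the T and NK lymphoid list 1.02 (adjusted p = 0.882). In *p53*-/- against *p53*+/+ LSKs the sets not named at another place had adjusted p-values from 0.0549 to 0.799. *Mpo*, named after its values were seen, had a log2 fold change of 0.77 in *p53* R248W/+ (adjusted p = 1.00 from edgeR) and −0.98 in *p53*-/- LSKs (adjusted p = 0.0547 from edgeR).

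Across 12625 genes, which are not independent replicates, the log2 fold changes of *p53* R248W/+ and *p53*-/- LSKs, each against *p53*+/+, had a Spearman correlation of 0.312 and a Pearson correlation of 0.247. Both comparisons share the *p53*+/+ libraries. In 20 simulated draws with no change the Spearman correlation was 0.470 on average (0.451 to 0.488) and the Pearson correlation 0.497, so the values here were lower than in these draws. The draws had independent libraries and no change in either genotype. Their fold changes were differences of mean log2 CPM, while those here were edgeR's. The gap therefore does not measure a departure from what sharing alone gives. Without *p53*+/+ replicate 1 the Spearman correlation was 0.529, without replicate 2 it was 0.301, and without replicate 3 it was 0.246. Over 12314 genes, the log2 fold changes in *p53* R248W/+ against *p53*+/+ LSKs had Spearman correlations of −0.220 with gene length and −0.227 with GC content, and those in *p53*-/- against *p53*+/+ LSKs of −0.133 and −0.0975.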
